# Female cortical cellular mosaicism underlies shared MeCP2 and PCB impacted gene pathways

**DOI:** 10.1016/j.isci.2026.115573

**Published:** 2026-04-20

**Authors:** Osman Sharifi, Kari E. Neier, Anthony Valenzuela, Christina G. Torres, Ian Korf, Pamela J. Lein, Dag H. Yasui, Janine M. LaSalle

**Keywords:** health sciences, neuroscience, molecular neuroscience, systems neuroscience, cellular neuroscience, systems biology

## Abstract

Rett syndrome (RTT) is an X-linked, dominant neurodevelopmental disorder caused by mutations in *MECP2*, encoding the epigenetic regulator methyl CpG binding protein. Variability in severity and timing of progression in RTT, influenced by factors including mutation type, genetic background, and X chromosome inactivation patterns, suggests potential interaction with environmental neurotoxicants such as lipophilic polychlorinated biphenyls (PCBs). To understand shared mechanisms, we exposed WT and *Mecp2e1*^−/+^ female mice to a human-relevant PCB mixture and dose, then performed single-nucleus 5′ RNA-seq from cortex. We identified significant overlap in dysregulated genes and 71 shared pathways between the effects of PCB exposure and MeCP2 mutation, and co-mitigation of their transcriptional impacts. PCBs influenced the non-cell-autonomous transcriptional effects of MeCP2 mutations in wild-type-expressing neurons within the mosaic mutant female cortex in both mouse and human, suggesting that the interactions predominantly involve homeostatic gene networks. These findings have broader implications for gene by environment interactions in neurodevelopment.

## Highlights

• PCBs and *Mecp2* mutation converge on 71 shared dysregulated KEGG pathways
• PCBs primarily affect WT-expressing neurons in the mosaic RTT female cortex
• PCB-*Mecp2* transcriptional interactions are conserved in mouse and human cortex
• GABAergic Sst neurons show strongest gene-by-environment interaction effects

## Introduction

In female mammals, X chromosome inactivation (XCI) is random, affecting either the maternal or paternal allele in each cell. Once established, this creates a cellular mosaicism throughout the body, unless there is selective loss of one pattern.^1^ Rett syndrome (RTT) is an X-linked dominant neurodevelopmental disorder that primarily affects females and is caused by mutations in *MECP2*.^2^ This gene encodes methyl CpG binding protein 2 (MeCP2), a critical epigenetic regulator that modulates gene expression by binding to methylated DNA and acting as either a repressor or activator of transcription.^3^^,^^4^^,^^5^ RTT typically occurs after an initial period of normal development, with regression of cognitive and motor skills during late infancy, followed by several subsequent stages of regression through young adulthood, highlighting the importance of MeCP2 for the maintenance of normal neurological function.^6^

The progression and severity of RTT are highly variable among affected individuals. This phenotypic variability arises from multiple well-established factors: (1) the specific type and location of *MECP2* mutations, which can differentially impact protein function^6^; (2) individual genetic background differences that modify disease expression^7^; and (3) patterns of X chromosome inactivation (XCI) skewness, where non-random inactivation can result in varying proportions of cells expressing mutant versus wild-type MeCP2.^8^ While these intrinsic genetic and epigenetic factors are primary determinants of RTT severity, the potential contribution of environmental factors to phenotypic variability remains understudied.

The relevance of investigating MeCP2-environment interactions extends beyond RTT specifically. Although RTT is a relatively rare disorder, MeCP2 dysregulation has broader implications for neurodevelopmental disorders. Notably, reductions in MeCP2 protein levels have been documented in approximately 70% of postmortem brain samples from individuals with autism spectrum disorder (ASD).^9^ Furthermore, X-linked genes, including those involved in chromatin regulation, are significantly enriched among ASD-associated mutations.^10^ Therefore, understanding gene-by-environment (GxE) interactions in the context of MeCP2 dysfunction using the RTT model provides a tractable experimental system for elucidating mechanisms that may be applicable to non-syndromic forms of ASD and other neurodevelopmental conditions where epigenetic regulation is compromised.

Among environmental factors that could contribute to neurodevelopmental variability, persistent organic pollutants (POPs), particularly polychlorinated biphenyls (PCBs), represent candidates of significant public health concern due to their environmental presence despite regulatory restrictions.^11^^,^^12^ PCB 95, in particular, has been shown to promote dendrite growth and synaptogenesis, leading to dysregulated neuronal connectivity.^13^^,^^14^ Importantly, exposure to PCBs varies within human populations. Studies of the ASD enriched-risk Markers of Autism Risk Learning Early Signs (MARBLES) cohort and other populations have documented considerable heterogeneity in PCB congener levels, with maternal serum concentrations ranging from 0 to 37.83 ng/g lipid for total PCBs^11^^,^^14^ (Figure S5). This variability in exposure levels supports the biological plausibility that PCBs could interact with genetic susceptibility factors to influence phenotypic outcomes in neurodevelopmental disorders. We previously examined the differentially methylated regions (DMRs) of fetal brain and placenta of mice exposed to PCBs and revealed a significant overlap between MeCP2-regulated genes and differentially methylated genes resulting from prenatal PCB exposure.^15^

PCBs have been detected in the brains of individuals with various NDDs, including RTT.^11^ Research has demonstrated that exposure to PCB 95 can alter the DNA methylation patterns of over 1,000 genes in human neuronal cells, suggesting a potential interaction between genetic defects and environmental exposures in the disruption of chromatin epigenetics.^16^ Furthermore, the MARBLES study has measured PCB congeners in mothers at increased likelihood for ASDs, highlighting the relevance of PCB exposure in developmental neurotoxicology.^17^ Exposing mice to a mixture of the PCB congeners identified in the MARBLES study led to an increase in dendritic branching of cortical neurons^18^ and significant deficits in sociability and ultrasonic vocalizations, as well as enhanced repetitive behavior specifically in males at the lowest dose tested (0.1 mg/kg/d).^19^

We previously described the characterization of *Mecp2e1^-^*^-^/+^^ mutant mouse model of RTT, modeled after a human mutation, recapitulates the RTT-relevant extended period of disease symptom progression. Behavioral and physiological phenotypes in *Mecp2e1*^*−/+*^ females are detectable as early as 2.5 months of age, including motor deficits, altered social behavior, and metabolic changes.^7^^,^^20^^,^^21^ Using single nucleus RNA sequencing (snRNA-seq 5′), we recently demonstrated a dynamic, non-cell autonomous effect in wild-type expressing cells within the cortex of this construct-relevant model of RTT that corresponded with disease progression.^21^ Six times more DEGs were observed in *Mecp2e1*^*−/+*^ females than *Mecp2e1*^*-/y*^ males. Unlike males, female transcriptional dysregulation appeared prior to symptoms, were enriched for homeostatic gene pathways in distinct cell types over time, and correlated with disease phenotypes.^21^

To explore the intersection of genetic and environmental factors in RTT female X chromosome mosaicism, we utilized a construct-relevant mouse model of RTT which carries a mutation based on a human RTT patient mutation and performed snRNA-seq 5′ on cortical cell types from adult female mice exposed to the MARBLES PCB mix. We demonstrate a highly significant overlap in dysregulated genes and molecular pathways and between the effects of PCB exposure and *Mecp2* mutations. Interestingly, PCBs preferentially impact the non-cell-autonomous transcription effects of *Mecp2* mutation in wild-type-expressing neurons within *Mecp2* mosaic mutant female cortex, suggesting the interaction is predominantly with homeostatic gene networks. By establishing a baseline for single-cell gene expression in PCB-exposed mice, our study aims to elucidate the complex interplay between genetic and environmental factors in RTT and related neurodevelopmental disorders, providing insights into how PCB exposures may modulate disease progression and severity.

## Results

### Experimental design to test transcriptional dysregulation in PCB-exposed WT and *Mecp2e1* heterozygous female cortical cell types

To identify cell type and PCB exposure specific transcriptional differences in *Mecp2e1* deficient mouse cortex, we performed single nucleus RNA sequencing (snRNA-seq 5′) on late disease stage *Mecp2e1*^*−/+*^ (∼16 weeks of age) heterozygous (HET) females and sex-matched wild-type *Mecp2e1*^*+/+*^ (WT) littermates (Figure 1A). 

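Cortical nuclei of female mice were profiled with 5′ single nucleus RNA sequencing in 16 libraries, which counts the transcripts of each nucleus by unique molecular identifiers (UMIs). The groups were wild-type or *Mecp2e1* heterozygous mice given vehicle or the PCB mix (WT_VEHICLE, WT_PCB, HET_VEHICLE and HET_PCB), with 4 libraries each. The paper names the 5′ kit as V1 and the sample labels name it as V2. The deposited matrices hold raw UMI counts per gene and barcode, which the authors made with Cell Ranger on the mm10-1.2.0 reference. The paper and the submitters' notes give Cell Ranger version 3.2.3, and the matrix headers give version 4. Total UMIs per library ran from 6701483 to 11014326 in WT_VEHICLE (median 8669415), from 5349074 to 9902528 in WT_PCB (median 6533092), from 3615565 to 12942098 in HET_VEHICLE (median 5972079) and from 3267375 to 8905512 in HET_PCB (median 6229493). The paper states depth in reads per cell and per sample, whereas all values here use UMIs. Nuclei were kept at the paper's limits of 200 to 5625 genes, 208 to 16300 UMIs and under 7% mitochondrial UMIs, which left 60919 nuclei: 16437 in WT_VEHICLE, 15260 in WT_PCB, 15157 in HET_VEHICLE and 14065 in HET_PCB. The smallest totals at which the percentages of the paper's Table S1 give whole nuclei sum to 41534 (7181 in HET_PCB), and the number kept here is 1.47 times that (1.96 times in HET_PCB). Median UMIs per nucleus ranged from 680 in the library of animal 36 (HET_PCB) to 2574 in that of animal 25 (WT_VEHICLE). Counts were summed over the nuclei of each animal in a cell class, and groups were compared with edgeR quasi-likelihood tests at a Benjamini-Hochberg adjusted p < 0.05. On simulated differences between HET_VEHICLE and WT_VEHICLE in glutamatergic nuclei, edgeR found 3 of 61 genes altered 1.5-fold (4.92%), 34 of 69 altered 2-fold (49.3%) and 62 of 65 altered 4-fold (95.4%); comparisons with PCB were not simulated. Animal 36 gave 13 glutamatergic nuclei and fewer than 10 GABAergic nuclei, so HET_PCB has 2 animals in the GABAergic class and a wide spread in the glutamatergic class.

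**Figure D1:**
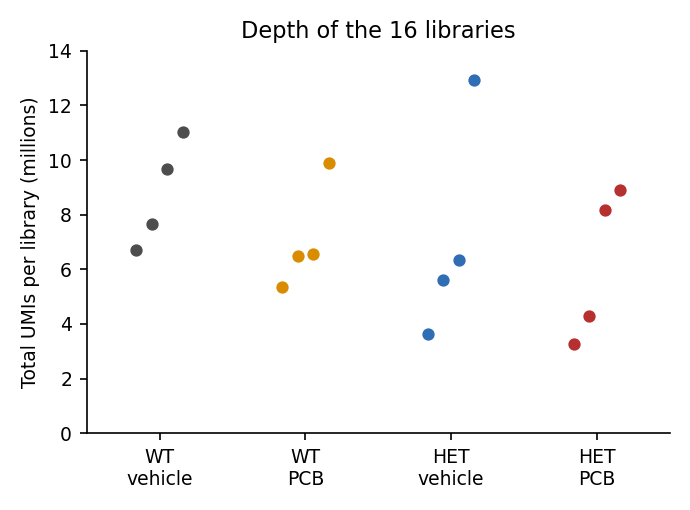
Total UMIs of the 16 libraries by group. Dots are libraries.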

Based on Sharifi 2024, we expect DEGs in females to be most prominent at this symptomatic disease stage when early symptoms are emerging in this model.^21^ Female mice of each genotype were orally exposed to either the PCB MARBLES mix or vehicle control daily for ∼6 weeks for a total of 16 animals (4/group) (Figure 1A). 

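*Mecp2*, which encodes the methyl CpG binding protein, was at 81.0 ± 18.5 CPM in glutamatergic nuclei of WT_VEHICLE, 93.2 ± 20.8 in WT_PCB, 89.4 ± 9.01 in HET_VEHICLE and 74.2 ± 27.9 in HET_PCB (mean ± SD, n = 3 animals per group). In HET_PCB the 47.9 CPM of animal 36 rest on 1 UMI from 13 nuclei, where animals 27 and 39 had 71.3 and 103.4 CPM. The *Mecp2e1* mutation replaces a start codon, which counts per gene cannot show, so they do not tell mutant from wild-type transcripts. With vehicle, *Mecp2* had a log2 fold change of 0.14 (SE 0.21) in HET over WT glutamatergic nuclei. The labels of the 16 libraries name 12 animals, 3 per group: 25, 29 and 30 in WT_VEHICLE, 24, 31 and 37 in WT_PCB, 28, 38 and 40 in HET_VEHICLE, and 27, 36 and 39 in HET_PCB. Animals 30, 37, 40 and 27 had 2 libraries each, and these were summed. The paper states 16 animals, 4 per group, and gives n = 3 mice per group in the legend of Figure 4. Glutamatergic gene counts of 2 libraries of the same animal differed by a median chi-square of 1.72 per degree of freedom, against 37.8 between animals of the same group.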

To elucidate the cellular landscape within the cortices of WT and HET mice, we applied unsupervised clustering analysis to classify cells based on their gene expression profiles and labeled cell types based on the Allen Brain Atlas cortex ref.^22^ We identified 12 distinct cell types within the cortical tissue (Figure 1B). 

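Neurons of layers 2/3, 4, 5 and 6, parvalbumin, somatostatin and *Vip*-like interneurons, oligodendrocytes and their precursors, astrocytes, microglia and vascular cells each formed clusters of their own. The *Vip*-like cluster also had *Kit*, *Npy* and *Reln*, listed markers of *Lamp5* interneurons, and *Cxcl14*, of *Sncg* interneurons, among its leading genes. It may thus hold such cells as well. The glutamatergic class held 27236 nuclei: 7960 of layer 2/3, 6087 of layer 4, 2800 of layer 5, 6437 of layer 6 and 3952 in a cluster led by mitochondrial genes. The GABAergic class held 6986 nuclei, with 2635 *Pvalb*, 1757 *Sst* and 2594 *Vip* nuclei. Among 15359 non-neuronal nuclei were 10441 oligodendrocytes, 2754 microglia, 1047 oligodendrocyte precursors, 665 astrocytes, 355 *Gpr17* and *Enpp6* nuclei of the step between precursor and oligodendrocyte, and 97 mural cells and fibroblasts. A further 966 nuclei with *Adora2a*, *Rgs9* and *Ppp1r1b*, genes of striatal projection neurons, were placed in no class. Leiden clustering at resolution 1 on 30 principal components of 2000 variable genes gave 21 clusters in all. A limit set after the data were seen kept out 6 clusters with over 35% of their nuclei from 1 animal, 10372 nuclei in total. These made up 8.88 ± 8.88% of nuclei in WT_VEHICLE, 28.9 ± 11.0% in WT_PCB, 4.09 ± 3.28% in HET_VEHICLE and 35.2 ± 50.2% in HET_PCB (mean ± SD, n = 3 animals per group).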

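*Slc17a7*, the vesicular glutamate transporter, was at 531.0 CPM in layer 2/3, 534.4 in layer 4, 431.1 in layer 5 and 608.2 in layer 6 neurons, against 29.2 in *Pvalb* interneurons. *Gad1*, which makes GABA, was at 617.7 CPM in *Pvalb*, 371.9 in *Sst* and 689.6 in *Vip* interneurons, against 11.4 in layer 2/3 neurons. The layers were told apart by *Rasgrf2* (206.9 CPM in layer 2/3), *Rorb* (858.9 in layer 4, 58.2 in layer 2/3), *Fezf2* (144.4 in layer 5 and, less apart, 99.5 in layer 6) and *Foxp2* (261.1 in layer 6, 14.6 in layer 2/3). Interneuron clusters held their name-giving genes, with *Pvalb* at 666.8 CPM, *Sst* at 1633 and *Vip* at 776.2, where layer 2/3 neurons had 20.0 CPM of *Pvalb* and 24.4 of *Sst*. The myelin gene *Mog* was at 1824 CPM in oligodendrocytes and 2.62 in layer 2/3 neurons, and the gap junction gene *Gja1* at 981.1 in astrocytes and 1.72 in layer 2/3 neurons. Microglia had *P2ry12* at 1716 CPM and *Csf1r* at 1279, oligodendrocyte precursors *Pdgfra* at 1799 and *Cspg4* at 447.9, and vascular cells *Vtn* at 731.1 and *Dcn* at 527.4. *Slc17a7* was still at 105.1 CPM and *Gad1* at 21.1 in oligodendrocytes, which do not make either transcript. Counts near these levels may thus come from free RNA of the droplets or from doublets of nuclei, which were not told apart here. Of the oligodendrocyte cluster 6.2% of nuclei were scored as doublets, and these were kept. The values are UMIs summed over all nuclei of a cluster, and the same genes were used to name the clusters.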

Cell type identification and labeling was validated based on marker genes present in each cell type (Figure 1C). Each marker was selected based on its known association with specific cell types and validated the accuracy of our clustering results. To assess the influence of PCB exposure on cell type clustering, we compared the clustering results of cells treated with the PCBs to those treated with a vehicle control (Figure 1D). 

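Glutamatergic, GABAergic and non-neuronal nuclei of both treatments lay among each other. Of the nearest neighbours of a glutamatergic nucleus, 53.7% came from the same treatment, where even mixing gives 51.6%. GABAergic nuclei had 53.3% such neighbours (even mixing 51.7%) and non-neuronal nuclei 52.7% (even mixing 51.0%). By genotype the shares were 55.5% for glutamatergic nuclei (even mixing 50.0%), 55.7% for GABAergic nuclei (50.1%) and 55.2% for non-neuronal nuclei (50.8%). Nuclei of the same animal were found at 21.2% in the glutamatergic class (even mixing 11.2%), 18.8% in the GABAergic class (10.5%) and 20.5% in the non-neuronal class (11.0%). In the clusters kept outside the classes, 74.4% of neighbours shared the treatment (even mixing 64.7%) and 57.1% the animal (even mixing 18.0%). Each nucleus had 15 neighbours in the space of the principal components, with no correction for library.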

Cells from both treatment conditions were clustered mostly together, and the resulting cell type distributions were analyzed for differentially expressed genes (DEGs).

**Figure 1:**
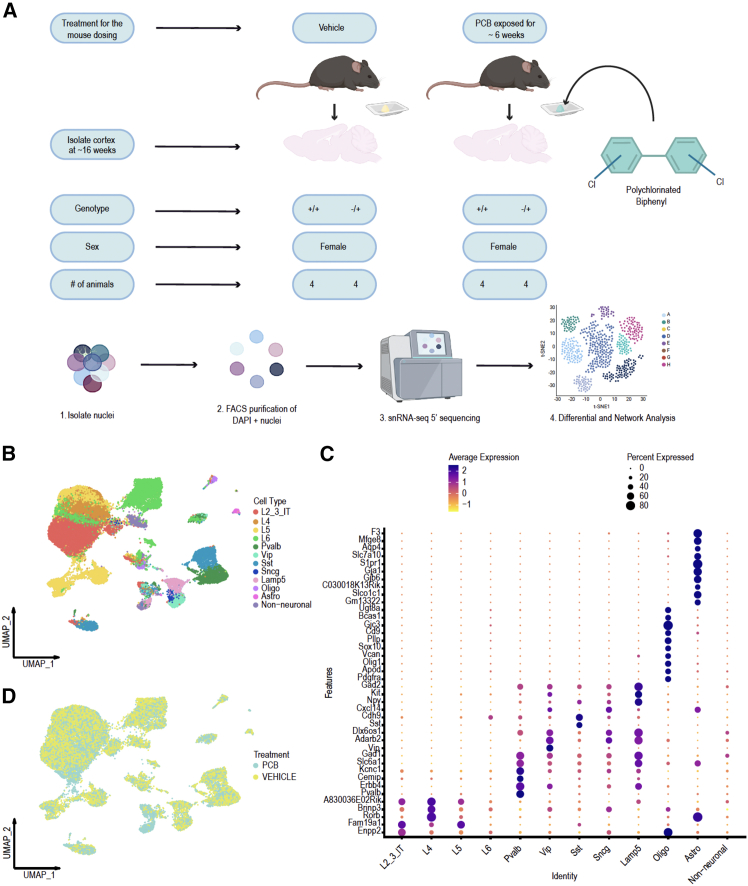
Single nuclear transcriptome study design to investigate effects of *Mecp2* mutation and PCB exposure (A) Schematic showing cortical samples from PCB or vehicle treatment groups of two genotypes (*Mecp2e1*^*+/+*^ WT or *Mecp2e1*^*−/+*^ HET) for snRNA-seq 5′. (B) UMAP unsupervised clustering of cell types identified in cortex from all samples. (C) Dot plot of the top marker genes for each cell type identified. Color intensity indicates average scaled expression (*Z* score normalized across genes); dot size represents percentage of cells expressing each gene within each cell type. (D) UMAP plot of cell cluster by treatment group.

### Cell type stratified differential gene expression (DEG) analysis of cell types in PCB-treated versus vehicle-treated females of both *Mecp2e1* genotypes

To further explore the impact of PCB exposure on gene expression within distinct cell types, we performed a differential expression analysis comparing vehicle-treated and PCB-treated conditions in both WT and HET mice. This analysis aimed to identify changes in gene expression associated with PCB exposure and evaluate potential interaction effects of PCB treatment in the context of RTT HET genotype (Figure 2). To ensure DEGs were not driven by changes in cellular proportions, we conducted statistical analysis of cell type proportions across all four experimental conditions (Figure S1; Table S1). While some cell types showed variation across conditions, these differences did not reach statistical significance after correction for multiple comparisons, consistent with previous findings.^23^ 

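Glutamatergic neurons made up 45.9 ± 2.85% of nuclei in WT_VEHICLE, 34.5 ± 9.92% in WT_PCB, 56.7 ± 2.83% in HET_VEHICLE and 35.6 ± 31.6% in HET_PCB (mean ± SD, n = 3 animals per group). GABAergic neurons made up 12.0 ± 2.61% in WT_VEHICLE, 10.3 ± 3.42% in WT_PCB, 15.1 ± 0.583% in HET_VEHICLE and 9.09 ± 8.17% in HET_PCB. Non-neuronal cells, of which oligodendrocytes were the largest part, made up 31.8 ± 3.33%, 23.7 ± 0.773%, 23.6 ± 5.01% and 17.4 ± 12.7% in the same order. No difference in a share was detected, and none is excluded: 0 of 78 exact permutation tests passed, 1 had an unadjusted p < 0.05, and edgeR on numbers of nuclei passed 0 of 78 with 2 at an unadjusted p < 0.05. The smallest exact p of 0.02 (adjusted p = 0.52) was for the share outside the classes, which averaged 32.0% with PCB (19.8% without animal 36, where it was 93.0%) and 6.48% with vehicle. Among nuclei of the classes alone, 0 of 72 exact tests passed, with a smallest adjusted p of 0.982. With 3 animals against 3 the smallest possible exact p is 0.1, so no comparison of 2 groups could pass, even where the glutamatergic shares of HET_VEHICLE (53.5% to 58.7%) lay above those of WT_VEHICLE (43.4% to 49.0%), which chance gives in 10% of splits into 3 and 3. The averages over treatment or genotype have 400 arrangements, so 1 of them could not pass alone over this many tests either.

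**Figure D2:**
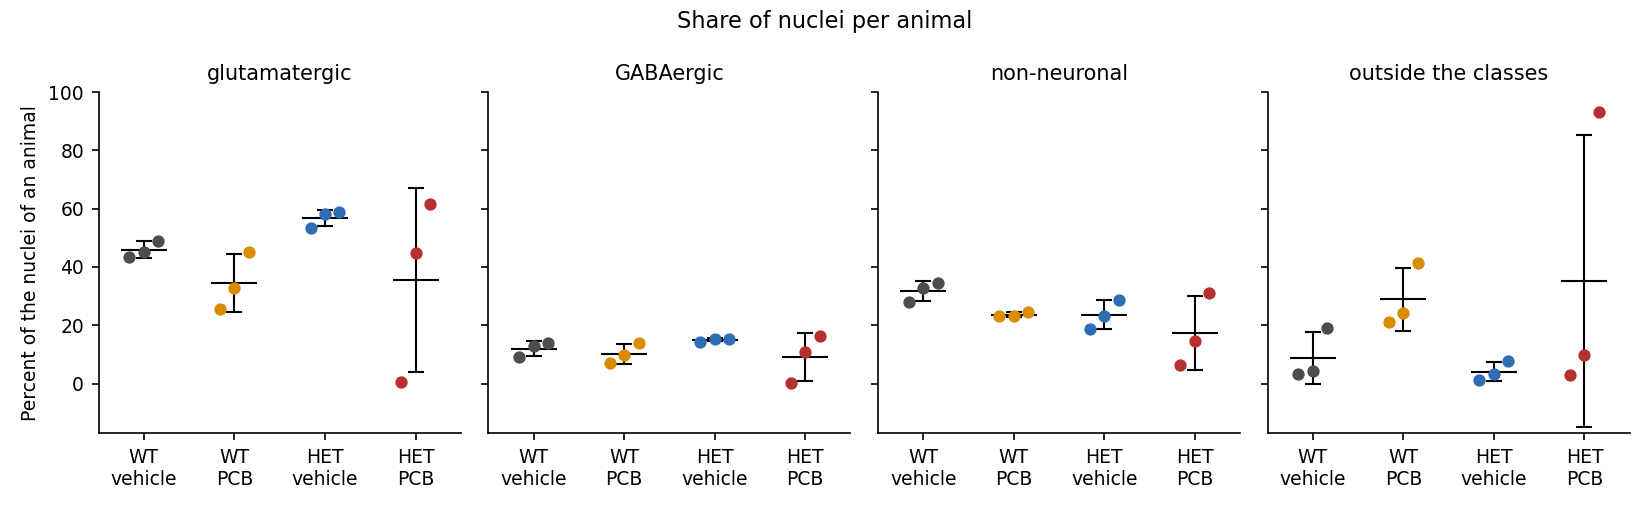
Share of nuclei in each class per animal and group. Dots are animals, dashes are group means and bars are SD.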

To further control for any potential effects of cell type proportion variability, we downsampled cells to ensure equal representation across conditions before performing differential expression analysis. We first compared cell type DEGs between WT and HET mice within the vehicle-treated and PCB-treated backgrounds. This comparison aimed to discern how PCB exposure interacts with genetic differences between WT and HET mice. The variability in number of DEGs and expression patterns across different cell types underscores the complexity of PCB’s effects, which may vary depending on the specific cellular context and the nature of the gene expression changes (Figure 2A). 

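In layer 5 neurons of HET against WT mice with PCB, the genes with the smallest p were *Scn4b*, a sodium channel subunit, at a log2 fold change of 2.09 (SE 0.41), *Nefh*, a neurofilament subunit, at 1.37 (SE 0.27), and *Egfem1* at −3.02 (SE 0.63), each with an edgeR adjusted p of 0.395. Layer 6 neurons of the same comparison had *C1ql3*, a secreted synaptic organizer, at −1.36 (SE 0.28) and the serotonin receptor gene *Htr2c* at −1.91 (SE 0.43), with an adjusted p of 0.789. *C1ql3* is also a leading gene of a cluster outside the classes that held 0.629% to 13.1% of nuclei of WT_PCB animals and at most 0.910% of HET_PCB animals. *Htr2c* is one of another such cluster, at 1.19% to 20.8% and at most 1.12%. Carry-over of their transcripts was not tested. In *Pvalb* interneurons *Scn4b* was at 3.10 (SE 0.61, adjusted p = 0.227), and with PCB in HET mice *Spp1*, which encodes osteopontin, was at 3.56 (SE 0.77, adjusted p = 0.839). Astrocytes had the glutamate receptor gene *Gria4* at 3.79 (SE 0.91, adjusted p = 0.529) with PCB in HET mice. No gene passed in any of 9 subtypes in any of the 4 pairwise comparisons by edgeR, and limma-voom on sums per animal passed 0 as well. At an unadjusted p < 0.05 there were 2540 of 82351 tests for genotype with vehicle, 2913 for genotype with PCB, 2024 for PCB in WT and 1056 for PCB in HET. Chance alone gives a share of about 0.05 at this threshold, and each of these counts lies under it. DESeq2 passed 5 genes for genotype with PCB and 0 in the other 3. Layer 6 neurons had the most genes at an unadjusted p < 0.05 for genotype with vehicle (457 of 11142) and *Pvalb* interneurons had 234 of 9672. Without 1 animal edgeR passed up to 9 genes for genotype with PCB (9 without animal 37, 5 without 27, 3 without 28, 3 without 30, 2 without 39), 4 for genotype with vehicle (without 25), 5 for PCB in WT (without 30; 2 without 37, 1 without 24) and 2 for PCB in HET (without 27; 1 without 39).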

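Transcripts of ribosomal proteins were lower in HET than in WT mice with vehicle in all 3 classes, by a median log2 fold change of −0.30 over 79 genes in glutamatergic, −0.32 in GABAergic and −0.18 in non-neuronal nuclei (n = 3 animals per group). *Rpl26* fell short of the threshold alone, at 290.4 ± 49.1 CPM in GABAergic nuclei of WT_VEHICLE and 202.1 ± 6.84 in HET_VEHICLE (−0.52, SE 0.19, mean ± SD), like *Rpl7* at 128.0 ± 12.3 and 88.5 ± 6.55 there and *Rps3* at 215.6 ± 4.36 and 138.3 ± 29.0 in glutamatergic nuclei (−0.64, SE 0.20). Chaperone genes of the heat shock and unfolded protein response were lower as well (−0.26 over 22 genes, −0.27 over 21 and −0.19 over 21 in the same order of classes), and all 7 nuclear long noncoding RNAs were higher (0.38, 0.29 and 0.62). By camera at a preset correlation, the ribosomal list fell with adjusted p = 2.9e-37, 3.7e-16 and 5.2e-04, where adjusted p = 0.335, 0.547 and 0.736 with an estimated correlation. The heat shock list had adjusted p = 1.9e-05, 4.5e-05 and 0.0188 (0.770, 0.699 and 0.736 with an estimated correlation), the noncoding RNAs 4.3e-03, 0.0382 and 0.0219 (0.770, 0.832 and 0.736), fry called none of these, and no member passed adjusted over the list alone. Without animal 30 the ribosomal median was −0.18 in glutamatergic nuclei and −0.04 (adjusted p = 0.398 by camera) in non-neuronal nuclei, where adjusted p was 0.0784 by camera without 28. For heat shock genes, leaving out animal 40 gave adjusted p = 0.0642 by camera in glutamatergic (−0.14) and 0.347 in non-neuronal nuclei (−0.12) and a median of −0.16 in GABAergic nuclei, leaving out 28 gave −0.44 in glutamatergic and −0.58 in GABAergic nuclei, and leaving out 29 gave 0.0638 in non-neuronal nuclei. The noncoding RNAs were not called by camera in glutamatergic nuclei without 25 (adjusted p = 0.0638) or 38 (0.128), in GABAergic nuclei without 25 (0.12), 29 (0.116), 38 (0.207) or 40 (0.403), or in non-neuronal nuclei without 29 (0.0638), 38 (0.0795) or 40 (0.249), and without 28 their medians were 0.58, 0.48 and 0.92, and 0.49 in GABAergic nuclei without 30. The changes in heat shock genes and noncoding RNAs go in part with the side of 8000000 UMIs per library on which an animal lay. Those in ribosomal genes do not, as these were lower in animals with more UMIs. Over that number were 2 of 3 WT_VEHICLE and 1 of 3 HET_VEHICLE animals. Across genes, which are not independent replicates, the effect of genotype correlated at −0.34 in glutamatergic, −0.37 in GABAergic and −0.41 in non-neuronal nuclei with the difference between the 5 animals over and the 7 under that number, which share these animals. With that side as a covariate, chosen after the data were seen, ribosomal medians were −0.37, −0.34 and −0.21 and still called by camera, heat shock medians −0.14 (adjusted p = 0.0134 by camera), −0.18 (3.7e-03) and −0.15 (0.108), and noncoding RNA medians 0.20 (0.136), 0.12 (0.387) and 0.23 (0.108). Among single genes, *Ly6d*, a membrane protein gene, was at 3.55 ± 0.376 CPM in WT_VEHICLE and 0.615 ± 0.100 in HET_VEHICLE glutamatergic nuclei (−2.42, SE 0.42, edgeR adjusted p = 0.380), *Ppp1r1a*, a phosphatase inhibitor, at 79.9 ± 11.2 and 44.1 ± 4.13 in GABAergic nuclei (−0.83, SE 0.21), and *Tram1*, of the endoplasmic reticulum translocon, at 56.8 ± 5.20 and 26.7 ± 5.75 in non-neuronal nuclei (−1.03, SE 0.28). No gene passed by edgeR, DESeq2 or limma-voom on sums per animal for genotype with vehicle in any class, and at an unadjusted p < 0.05 by edgeR all 3 classes had more genes for genotype with PCB (491 of 11581 in non-neuronal nuclei, against 231 with vehicle). Chance alone gives a share of about 0.05 at that threshold. Both non-neuronal counts lie under it, so their order does not show that more genes changed with PCB.

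**Figure D3:**
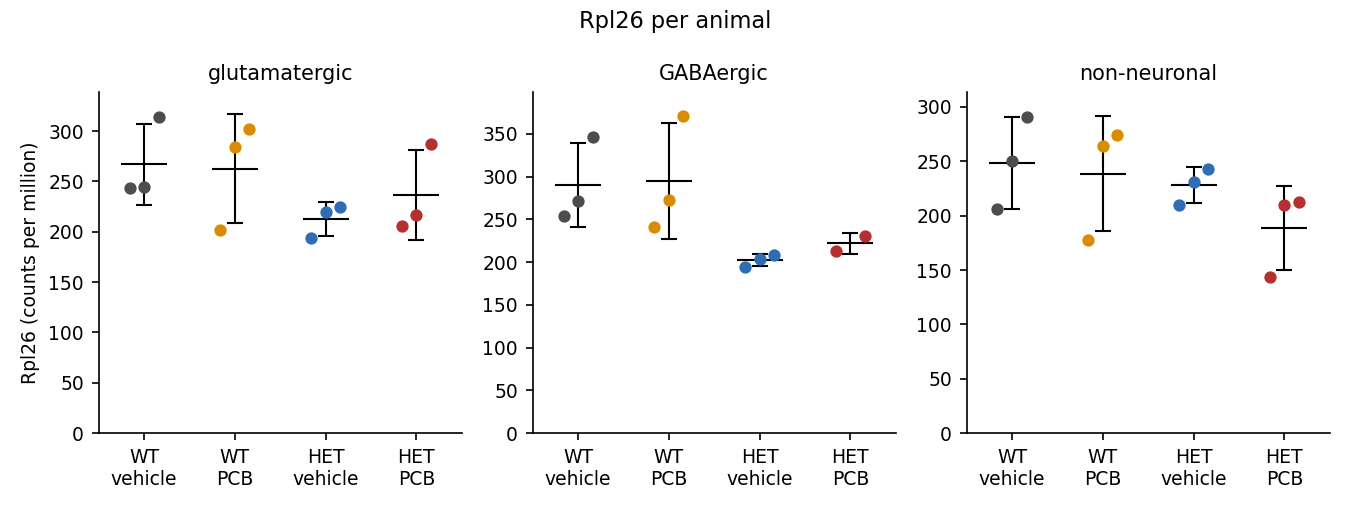
Rpl26 in CPM per animal and group in the 3 classes. Dots are animals, dashes are group means and bars are SD.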

The highest number of DEGs was observed between WT and HET cortical cells with vehicle treatment. Conversely, PCB-treated HET mice showed a lower number of DEGs compared to vehicle-treated HET cortical cells (Figure 2A). These findings highlight a potential modulatory role of PCB in the context of HET, where PCB treatment may normalize or attenuate some of the transcriptional disruptions caused by the *Mecp2e1* mutations. These DEGs are primarily associated with neuronal function, brain development, signaling pathways, and metabolism (Figures 2B and 2C). 

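In HET mice, immediate early genes of neuronal activity fell with PCB in glutamatergic nuclei (median log2 fold change −0.57, 22 of 23 genes lower) and in non-neuronal nuclei (−0.59, 18 of 20 lower; n = 3 animals per group). *Egr2* was at −1.40 (SE 0.77) and *Nr4a3* at −1.19 (SE 0.67) in glutamatergic nuclei, and *Fos* at −1.32 (SE 0.76) and *Junb* at −0.91 (SE 0.51) in non-neuronal nuclei, none past the threshold alone. Ribosomal protein genes fell with PCB in HET non-neuronal nuclei too (−0.24, 70 of 79 lower), as did 13 of 13 genes encoded in mitochondria (−0.88), whose share was also lower in the free RNA of every HET_PCB library than of any HET_VEHICLE library. By camera the adjusted p was 4.4e-03 and 6.6e-05 for immediate early genes, 7.8e-09 for ribosomal and 8.9e-07 for mitochondrial genes, but adjusted p = 0.994 in glutamatergic and 0.847 in non-neuronal nuclei with an estimated correlation, fry called none, and no member passed adjusted over the list alone. Without animal 28 the early genes were at −0.14 (adjusted p = 0.0755 by camera) in glutamatergic and −0.21 in non-neuronal nuclei, without 36 at −0.47 (0.0918) in non-neuronal nuclei, without 27 at −0.94 in glutamatergic, without 40 at −0.94 in both and without 39 at −0.95 in non-neuronal nuclei. The non-neuronal mitochondrial list was at −0.57 (adjusted p = 0.067 by camera) without animal 27, and the ribosomal list at −0.12 without 36 and −0.40 without 27. In glutamatergic nuclei the 13 mitochondrial genes had a median of −0.79, yet camera, which weighs all animals alike, called them up (adjusted p = 1.1e-03), and without animal 36 it called them down (−0.96, 4.5e-15); without 27 the median was −0.14, and without 39 it was −1.30. No gene passed for PCB in HET by edgeR, DESeq2 or limma-voom on sums per animal in any class, and at an unadjusted p < 0.05 each class had fewer genes by edgeR than in the other 3 comparisons (188 of 11581 in non-neuronal nuclei, against 192 with PCB in WT). Both non-neuronal counts lie under the share of about 0.05 that chance alone gives, so their order does not show fewer changed genes. The authors reason from fewer genes with PCB in HET that exposure may normalize part of what the mutation disturbs.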

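Nuclear genes of oxidative phosphorylation fell in HET against WT mice with vehicle, by a median log2 fold change of −0.29 in glutamatergic nuclei (70 of 74 genes lower) and −0.27 in GABAergic nuclei (69 of 74 lower; n = 3 animals per group). The same list was lower with PCB in WT glutamatergic nuclei (−0.19, 69 of 74 lower). Across all genes, which are not independent replicates, these 3 effects correlated at −0.34, −0.37 and −0.36 with the difference between animals over and under 8000000 UMIs per library. That split was chosen after the data were seen and shares these animals, with 2 of 3 of WT_VEHICLE over and 1 of 3 of HET_VEHICLE and of WT_PCB. *Ndufs6*, a subunit of complex I, was at 114.6 ± 11.0 CPM in GABAergic nuclei of WT_VEHICLE and 83.8 ± 7.37 in HET_VEHICLE (−0.45, SE 0.16, mean ± SD), short of the threshold alone. The adjusted p by camera was 6.2e-19, 5.7e-12 and 3.6e-09 in this order, but adjusted p = 0.596, 0.547 and 0.767 with an estimated correlation, fry called none of the 3, and no member passed adjusted over the list alone. Each of the 3 calls held by camera without any 1 animal, although the GABAergic median was −0.18 without animal 40 and the median with PCB in WT −0.29 without 37. GABAergic nuclei also had 11 of 11 genes of X inactivation and X-linked repressors higher with genotype (0.24, adjusted p = 1.6e-03 by camera, 0.356 with an estimated correlation), at 0.12 without animal 25. *Zfp608*, a zinc finger gene, was at 62.0 ± 2.73 and 92.9 ± 8.95 CPM there (0.60, SE 0.16), and *Tead1*, a transcription factor of tissue growth, at 6.88 ± 1.90 and 16.0 ± 0.779 (1.22, SE 0.32), each with an edgeR adjusted p of 0.994. In non-neuronal nuclei *Foxj1*, the regulator of motile cilia, was at 16.0 ± 1.45 CPM in WT_VEHICLE and 5.28 ± 0.849 in HET_VEHICLE (−1.51, SE 0.43, edgeR adjusted p = 1.00).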

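*Gad1*, which encodes the enzyme that makes GABA, was at 718 ± 12.3 CPM in GABAergic nuclei of WT_VEHICLE, 713 ± 38.6 in WT_PCB, 674 ± 183 in HET_VEHICLE and 667 ± 58.1 in HET_PCB (mean ± SD, n = 3 animals, 2 in HET_PCB), with a log2 fold change of −0.09 (SE 0.19) for genotype with vehicle and −0.01 (SE 0.21) for PCB in HET. *Slc1a2*, a glutamate transporter, was at 790 ± 25.2, 704 ± 134, 825 ± 88.1 and 653 ± 279 CPM in glutamatergic nuclei in the same order of groups (genotype with vehicle 0.06, PCB in HET −0.16). *Calm2*, a calmodulin gene of calcium signaling, was at 1591 ± 282 CPM in glutamatergic nuclei of WT_VEHICLE and 1080 ± 261 in HET_VEHICLE (−0.56, SE 0.30), and *Hpca*, the calcium sensor hippocalcin, at 299.8 ± 112 and 197 ± 104 (−0.59, SE 0.42). *Zbtb20*, a transcription factor of cortical development, was at 33.8 ± 17.4 CPM in WT_VEHICLE and 74.4 ± 13.1 in WT_PCB glutamatergic nuclei (1.12, SE 0.33). These 3 genes also differed in glutamatergic nuclei between animals over and under 8000000 UMIs per library, a split chosen after the data were seen (*Calm2* 0.60, *Hpca* 1.10 and *Zbtb20* −0.71, edgeR adjusted p = 7.9e-03, 1.3e-04 and 3.2e-03). Of WT_VEHICLE 2 of 3 animals were over, and of HET_VEHICLE and WT_PCB 1 of 3, so the split goes the same way as these differences. Whether depth causes it stays open. *Zbtb20* is also a leading gene of a cluster outside the classes. That cluster held 0.629% to 13.1% of the nuclei of WT_PCB animals and 0.0248% to 8.66% of WT_VEHICLE animals. *Meis2*, a homeobox factor, was at 122 ± 27.8 and 169 ± 19.7 CPM in glutamatergic nuclei of WT_VEHICLE and WT_PCB (0.47, SE 0.22), and at 13.3 ± 1.67 and 38.3 ± 27.6 in GABAergic nuclei (1.45, SE 0.55), where animal 24 was the highest (67.2). *Meis2* also leads a cluster outside the classes that held 24.7% of the nuclei of animal 24. None of 69 genes that the paper names passed by edgeR in any class or pairwise comparison, over all genes or over these genes alone. Among 69 in glutamatergic nuclei, 2 had an unadjusted p < 0.05 for genotype with vehicle, 7 for genotype with PCB, 8 for PCB in WT and 2 for PCB in HET. In the same order there were 5, 4, 3 and 2 of 66 in GABAergic nuclei and 0, 6, 4 and 0 of 69 in non-neuronal nuclei. DESeq2 passed 1 of them, *Pvalb* in non-neuronal nuclei for genotype with PCB, and limma-voom on sums per animal passed 0.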

Many DEGs encode proteins in the nervous system, including neurotransmitter regulation such as *Gad1* and *Slc1a2*, calcium signaling (*Calm2* and *Hpca*), and transcription factors involved in development (*Zbtb20* and *Meis2*) (Figures 2B and 2C). 

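*Syt1*, a calcium sensor of transmitter release, was at 3011 ± 118 CPM in glutamatergic nuclei of WT_VEHICLE, 2500 ± 518 in WT_PCB, 2774 ± 729 in HET_VEHICLE and 1968 ± 1380 in HET_PCB, where animal 36 had 13 nuclei (mean ± SD, n = 3 animals per group). Its log2 fold change was −0.27 (SE 0.38) for PCB in WT, −0.36 (SE 0.39) for PCB in HET and −0.12 (SE 0.38) for genotype with vehicle. *Nrgn*, which encodes the calmodulin-binding protein neurogranin, was at 1276 ± 237 in WT_VEHICLE and 844 ± 176 in WT_PCB (−0.59, SE 0.26), and at 951 ± 87.1 in HET_VEHICLE (−0.42, SE 0.26 for genotype with vehicle). In GABAergic nuclei *Nrgn* was at 209.8 ± 26.9 CPM in WT_VEHICLE and 129.7 ± 59.1 in WT_PCB (−0.66, SE 0.24). *Calm1*, another calmodulin gene, had −0.39 (SE 0.30) for PCB in WT and −0.37 (SE 0.30) for genotype with vehicle in glutamatergic nuclei. It was higher there in animals over 8000000 UMIs per library, a split chosen after the data were seen (0.61, edgeR adjusted p = 4.0e-03). Both effects go the same way as that split, whose cause stays open. *Cnr1*, the cannabinoid receptor, was at 30.2 ± 3.76 CPM in non-neuronal nuclei of WT_VEHICLE, 53.9 ± 13.3 in WT_PCB (0.80, SE 0.39) and 48.0 ± 22.5 in HET_VEHICLE (0.80, SE 0.39). *Pcp4*, which regulates calmodulin, was at 223 ± 57.7 CPM in GABAergic nuclei of WT_VEHICLE and 165 ± 36.1 in HET_VEHICLE (−0.44, SE 0.21), and had −0.11 (SE 0.20) for PCB in WT. Each of these had an edgeR adjusted p above 0.05. The paper proposes from such genes a disturbed communication between neurons in both comparisons.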

Comparisons of PCB-treated vs. vehicle and WT cortices vs. RTT cortices both contain genes involved in neuronal signaling and synaptic function (*Syt1*, *Nrgn*, *Calm1/Calm2*, *Cnr1*, *Slc1a2*, and *Pcp4*), suggesting a dysregulation of neuronal communication.

**Figure 2:**
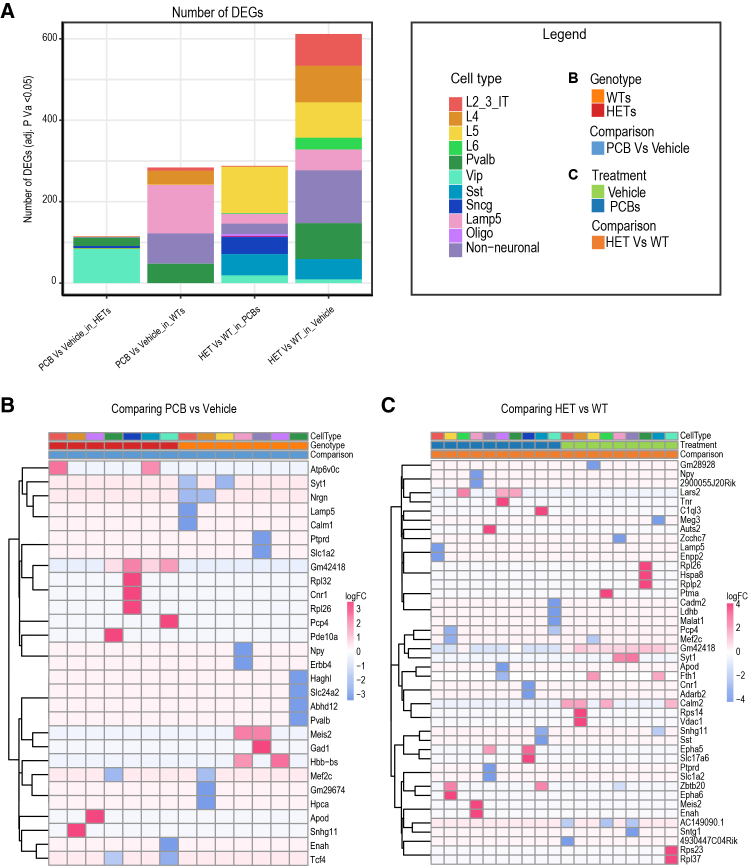
Interaction between *Mecp2* genotype and PCB exposure in frequency and cell type distribution of DEGs (A) Bar graph showing the significant number of DEGs for each experiment. (B and C) Heatmaps showing the top DEGs by log-fold change (adjusted *p* value ≤ 0.05) per cell type for comparing PCB vs. vehicle and comparing *Mecp2e1*^−/+^ HET vs. WT cortices respectively. Positive log2 fold changes (red) indicate upregulation in PCB-exposed or HET mice; negative values (blue) indicate downregulation. Genes were selected by ranking all significant DEGs by absolute logFC within each comparison and displaying the top-ranked genes. (B) Comparing HET vs. WT cortices; (C) comparing PCB vs. vehicle exposure.

### Commonly altered KEGG pathways are observed across experimental conditions

To understand how PCB exposure affects cellular pathways, we analyzed dysregulated KEGG pathways across four pairwise comparisons of cell type DEGs: WT vs. HET in vehicle, WT vs. HET in PCB, vehicle vs. PCB in WT, and vehicle vs. PCB in HET. This analysis aimed to identify common and unique pathway alterations associated with the interaction between PCB exposure and heterozygous *Mecp2e1* mutation. While the total number of KEGG pathways did not vary by comparison group, non-neuronal cell types showed a reduction in KEGG terms specifically in the genotype comparison within PCB-treated animals (Figure 3A). 

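With PCB, non-neuronal nuclei of HET mice had lower microglial markers than those of WT mice, by a median log2 fold change of −1.01 with 10 of 10 genes lower (n = 3 animals per group). *Cx3cr1*, the fractalkine receptor of microglia, was at 195.2 ± 81.6 CPM in WT_PCB and 76.0 ± 45.9 in HET_PCB (−1.21, SE 0.36, mean ± SD), with *Tmem119* at −1.24 (SE 0.48). All 13 mitochondrially encoded genes were lower (−1.16), with *mt-Atp8* at 127.3 ± 53.4 and 40.2 ± 5.04 CPM (−1.68, SE 0.37), and so were 78 of 79 ribosomal protein genes (−0.41). The lists fell by camera with adjusted p = 7.1e-09, 1.3e-08 and 1.5e-17, where each had adjusted p = 0.573 with an estimated correlation and fry called none; adjusted over the list alone, 1, 8 and 0 members passed. Leaving out animal 39 gave a microglial median of −0.57, leaving out 27 gave −2.08 and a mitochondrial median of −0.74, and each call held by camera. Mitochondrial UMIs over all kept nuclei were lower in every HET_PCB library (0.0457% to 0.0895%) than in any of WT_PCB (0.0965% to 0.198%), and in the free RNA of the libraries as well. *Tmem100*, here a leading gene of oligodendrocyte precursors, was at 103.6 ± 52.6 CPM in WT_PCB and 31.9 ± 9.74 in HET_PCB (−1.74, SE 0.36), *Calcrl*, another, at 78.5 ± 38.3 and 20.0 ± 9.65 (−1.79, SE 0.38) and *Neat1*, a noncoding RNA that led the oligodendrocyte cluster, at 684.5 ± 214.2 and 1531 ± 619.4 (1.15, SE 0.31), each with an edgeR adjusted p of 1.00. Shares of these cells in the summed nuclei went the same way: in WT_PCB and HET_PCB, microglia were 22.4 ± 8.37% and 11.0 ± 5.45% of non-neuronal nuclei, precursors 11.0 ± 5.72% and 6.61 ± 5.55%, and oligodendrocytes 57.7 ± 17.1% and 72.1 ± 3.46%. Camera called 4 of 28 lists in non-neuronal nuclei for genotype with PCB, 9 for genotype with vehicle, 7 for PCB in WT and 6 for PCB in HET, and an estimated correlation or fry left 0 in each of the 4. The interaction of genotype and PCB was called for 5 lists there by camera and for 0 with an estimated correlation.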

A closer look at the dysregulated pathways reveals that the majority of these KEGG pathways are highly similar across all four group comparisons, with 71 overlapping pathways (Figure 3B). This extensive overlap indicates that both PCB exposure and *Mecp2e1* genotype converge on a core set of dysregulated gene pathways. 

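*Per2*, a clock gene that follows neuronal activity, was at 24.6 ± 6.01 CPM in glutamatergic nuclei of WT_VEHICLE, 46.3 ± 14.1 in WT_PCB and 44.1 ± 14.7 in HET_VEHICLE (mean ± SD, n = 3 animals per group), log2 fold changes of 0.92 (SE 0.27) for PCB in WT and 0.81 (SE 0.27) for genotype with vehicle. *Ryr1*, a calcium release channel, was at 15.6 ± 1.73, 24.1 ± 3.19 and 24.6 ± 4.07 CPM in these groups (0.63 and 0.64, SE 0.20 each), and neither gene passed by edgeR. Across 13509 genes in glutamatergic nuclei, the effect of genotype with vehicle and that of PCB in WT correlated at 0.29, and at 0.56 over genes above the median count; genes are not independent replicates, and both effects are taken against WT_VEHICLE. That shared group alone gave 0.46 over all genes on average in 20 simulated sets without any effect, and GABAergic and non-neuronal nuclei had 0.41 and 0.35 where simulations gave 0.44 in both. With the libraries of WT_VEHICLE divided so that each effect had its own, the correlation across genes in glutamatergic nuclei was −0.29 or −0.12 over 12629 genes, depending on which libraries each effect had; those of animal 30 had under and those of 25 and 29 over 8000000 UMIs, so the change of sign cannot be separated from that difference. Between effects that share no group it was 0.31 for genotype with vehicle and genotype with PCB, and −0.16 for PCB in WT and PCB in HET. The paper infers from shared pathways that PCB and genotype converge on a core set of genes.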

Across four experimental conditions, these overlapping dysregulated gene pathways were more impacted in neuronal than glial cells (Figure 3C; Table S2). 

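Ribosomal protein, oxidative phosphorylation and mitochondrially encoded genes were the lists most often called by camera at a preset correlation, each in 14 of 21 tests over classes and comparisons. In glutamatergic neurons camera called 5 of 29 lists for genotype with vehicle, 2 for genotype with PCB, 9 for PCB in WT and 7 for PCB in HET; in GABAergic neurons it called 7, 7, 0 and 2 of 26. *Rpl11*, of the large ribosomal subunit, was at 335.9 CPM in GABAergic nuclei of WT_VEHICLE and 228.6 in HET_VEHICLE (log2 fold change −0.54, SE 0.18), and *Rpl5* at −0.44 (SE 0.16) in glutamatergic nuclei, and neither passed by edgeR. Markers of oligodendrocytes were higher in glutamatergic nuclei of HET_PCB than of WT_PCB (0.39, 9 of 10 genes higher, n = 3 animals per group), adjusted p = 1.9e-05 by camera and 0.0244 with an estimated correlation; the median was 0.19 without animal 31, 0.22 without 39 and 0.60 without 27, and the call held by camera at the preset correlation, but with an estimated correlation no list was called without 36 or 39. Carry-over of oligodendrocyte transcripts into glutamatergic nuclei was not tested. Over the 7 comparisons camera made 114 calls in 581 tests, of which an estimated correlation left 5 (3 without animal 28, 2 without 29, 30 or 37, and 1 without 31) and fry 0. Leaving out each animal in turn, 31 of 114 calls held in every fit. Adjusted over the list alone, glutamatergic neurons had 0, 6, 1 and 0 members in the 4 pairwise comparisons, GABAergic neurons 1, 11, 1 and 8, and non-neuronal cells 1, 14, 4 and 0. The lists are small fixed sets, not KEGG pathways, and the difference between neurons and glia was not tested.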

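Genes of the glutamatergic synapse rose in glutamatergic nuclei with genotype under vehicle (median log2 fold change 0.14, 29 of 39 genes higher) and with PCB in WT (0.14, 28 of 39 higher; n = 3 animals per group). Non-neuronal nuclei had the same list at 0.37 (31 of 36 higher) and 0.32 (32 of 36). Carry-over of neuronal transcripts into non-neuronal nuclei was not tested, so a change in these cells is not established. *Shank2*, a scaffold of the postsynaptic density, was at 0.44 (SE 0.16) with PCB in WT glutamatergic nuclei, and *Grm8*, a metabotropic glutamate receptor, at 16.8 ± 3.01 CPM in WT_VEHICLE and 34.9 ± 4.75 in HET_VEHICLE non-neuronal nuclei (mean ± SD). By camera the adjusted p was 3.7e-03 and 5.4e-03 in glutamatergic and 2.4e-03 and 1.3e-03 in non-neuronal nuclei, but adjusted p = 0.770, 0.822, 0.736 and 0.891 with an estimated correlation. For genotype with vehicle in glutamatergic nuclei the adjusted p by camera was 0.0528 without animal 29 and 0.114 without 38, and the median 0.21 without 28 or 30; for PCB in WT it was 0.0585 without 29 and 0.0546 without 37, with a median of 0.21 without 30. In non-neuronal nuclei the medians were 0.11 without 40 (adjusted p = 0.0678 by camera) and 0.60 without 28 for genotype, and 0.21 without 37 (0.0869) and 0.20 without 25 for PCB in WT. Circadian clock genes rose with genotype under vehicle in GABAergic (0.25, 17 of 21 higher, adjusted p = 7.8e-03 by camera) and non-neuronal nuclei (0.23, 14 of 20, 4.1e-03), with adjusted p = 0.547 and 0.736 with an estimated correlation; GABAergic nuclei lost the call without 28 (0.0507) or 30 (0.0751), and non-neuronal nuclei without 38 (0.0611), with medians of 0.15 without 25 and 0.14 without 40. Synaptic vesicle genes fell with PCB in WT glutamatergic nuclei (−0.08, adjusted p = 0.0301 by camera, 0.822 with an estimated correlation), not called without 25 (0.076), 30 (0.111), 31 (0.132), 36 (0.209) or 37 (0.0741), and with a median of −0.13 without 29. Genes of calmodulin and long-term potentiation rose with genotype under vehicle in non-neuronal nuclei (0.17, adjusted p = 0.038 by camera, 0.736 with an estimated correlation), not called without 25 (0.109), 29 (0.0638), 38 (0.0795) or 40 (0.249), with medians of 0.27 without 28 and 0.11 without 38 or 40. The GABAergic synapse was not called in any class or comparison (smallest adjusted p 0.0521 by camera), fry called none of these lists, and no member of a called one passed adjusted over the list alone.

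**Figure D4:**
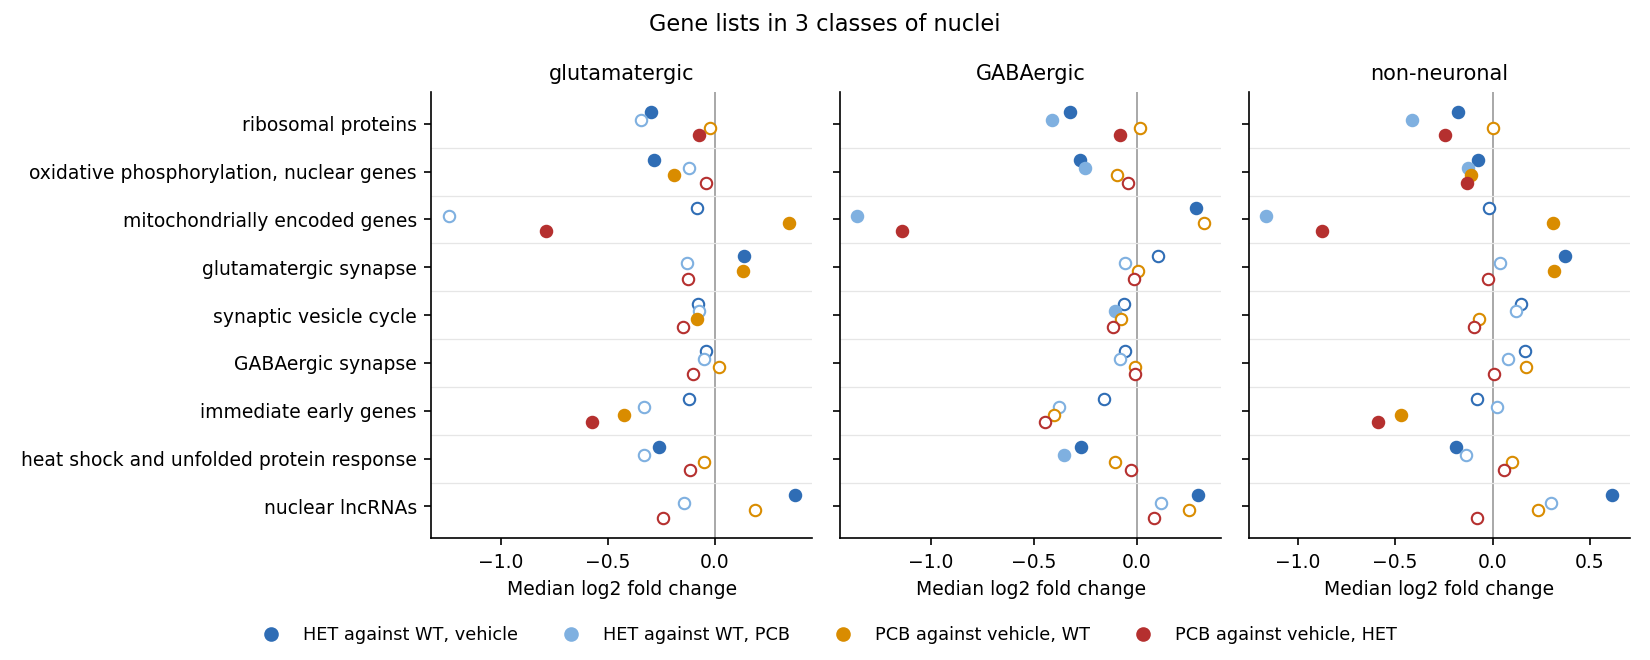
Median log2 fold change of gene lists in the 3 classes and 4 comparisons. Filled points had an adjusted p under 0.05 by camera at a preset correlation.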

Further, the KEGG pathways that were dysregulated across conditions and cell types include those related to neuronal and synaptic function such as GABAergic synapse, glutamatergic synapse, synaptic vesicle cycle, long-term potentiation (LTP), long-term depression (LTD), circadian rhythm and circadian entrainment, amphetamine addiction, morphine addiction, and nicotine addiction (Figure 3C). These neurologically relevant pathways underscore the potential interaction of PCB exposure and a neurodevelopmental disorder mutation on key aspects of neuronal function and regulation. In addition, many of the dysregulated paths are related to neurogenerative diseases such as Parkinson’s disease and Alzheimer’ disease, which is consistent with previous studies.^24^^,^^25^

**Figure 3:**
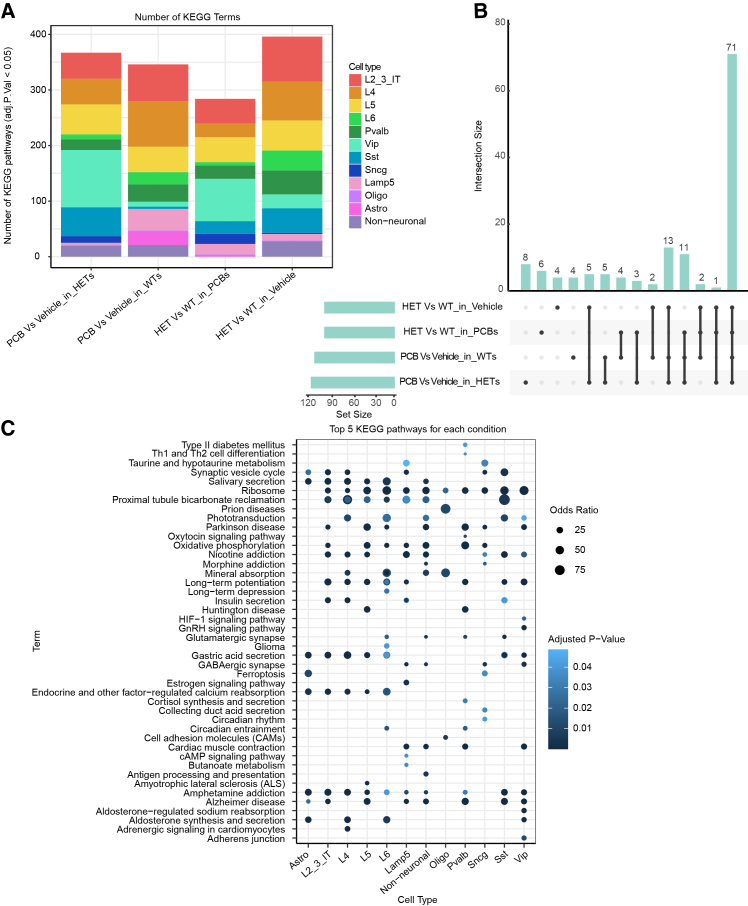
KEGG pathway analysis shows convergent biological pathways between *Mecp2* genotype and PCB exposure (A) Bar graphs showing the number of significant dysregulated KEGG pathways per cell type. (B) Upset plot showing the number of significant pathways overlapping across the four experimental pairwise comparisons. (C) Dot plot showing KEGG pathways that were significantly enriched across the four experimental comparisons shown in (B) (WT vs. HET in vehicle; WT vs. HET in PCB; vehicle vs. PCB in WT; vehicle vs. PCB in HET). Pathways displayed were selected if they ranked among the top 5 most significantly enriched (by adjusted *p* value) in at least one cell type. Because different cell types have different top-ranked pathways, and some pathways appear in multiple cell types, more than 20 unique pathways are shown. Dot size represents the odds ratio of enrichment; color intensity represents the adjusted *p* value (Fisher’s exact test with Benjamini-Hochberg correction). Each dot represents the enrichment statistics for that pathway in that specific cell type, with data aggregated across all four pairwise comparisons.

### Investigating PCB effects on *Mecp2e1* heterozygous mosaic cortices and cell non-autonomous interactions

To accurately distinguish between wild-type (WT) and mutant *Mecp2*-expressing cells within a mosaic female brain, we developed a bioinformatic pipeline (Figure S2). This pipeline integrates preprocessing, feature selection, dimensionality reduction, clustering, and classification to achieve precise segregation of WT and mutant *Mecp2*-expressing cells in the mosaic brain in the context of our gene x environment experimental design.

To investigate how PCB exposure affects WT-*Mecp2* versus mutant-expressing cells within female mosaic cortical tissue, we first parsed *Mecp2* transcript genotypes in all cells (Figures 4A–4D). As expected, no mutant cells were observed in WT cortices (Figure 4D), and female heterozygous cortical cells were a roughly equal mixture of WT- and mutant-expressing (Figures 4A and 4C).

**Figure 4:**
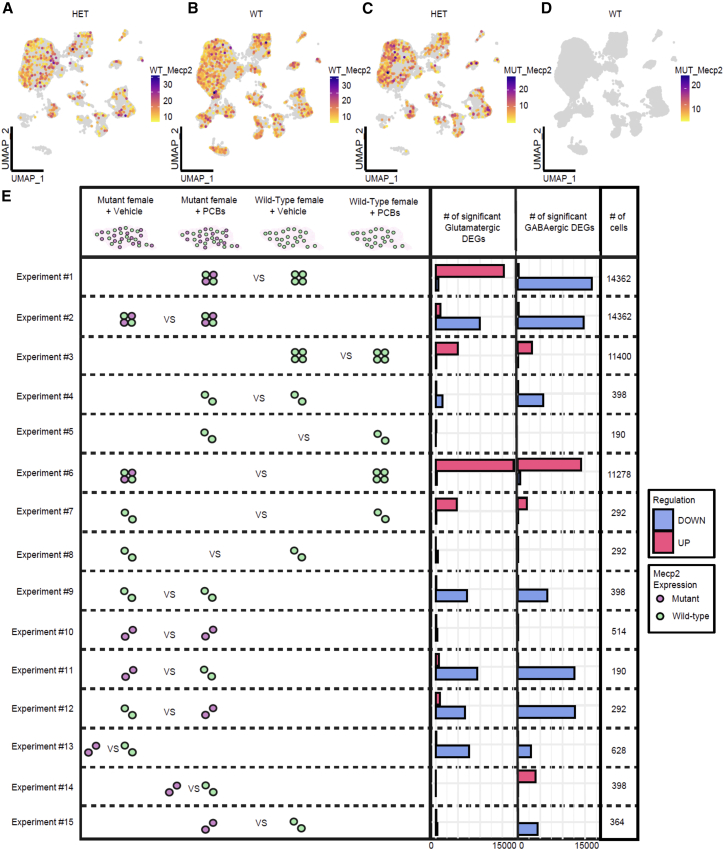
Mosaic cellular parsing reveals PCB effects on non-cell-autonomous transcriptional dysregulation in RTT mouse model (A–D) UMAP plots showing WT_*Mecp2* and MUT_*Mecp2* expression in WT and *Mecp2e1* mutant heterozygous cortices. (E) DEG experiments comparing WT (green) or mutant (purple) single cells across sample types in glutamatergic and GABAergic cells. Fifteen experimental comparisons (*y* axis) for DEGs (bar graphs; red, up; blue, down for right group) revealed opposite PCB effects on glutamatergic vs. GABAergic neurons in bulk HET (#1) and opposite effects of mutant-expression within HET vs. WT cortical GABAergic neurons (#14–15). No mutant-expressing cells were detected in WT cortex, as expected. Cells were downsampled to the lowest number of cells per pair, *n* = 3 mice/group.

To reduce the impact of lower cell counts on DEG calling following parsing, we further grouped the *Mecp2* expressing cells into neuronal categories of GABAergic and glutamatergic neurons to gain insight into cell non-autonomous effects. The number of cells analyzed are given for each comparison after downsampling so that the pairwise comparisons were equal (right column Figure 4E; Table S3). Non-neuronal cells were not sufficiently abundant to allow for DEG analyses after parsing. To evaluate the effects of *Mecp2* genotype and PCB exposure on neuronal populations, we performed 15 distinct pairwise differential expression (DEG) comparisons using the same pool of cells from all 16 animals, each designed to interrogate specific aspects of gene-by-environment interactions in the mosaic brain (Figure 4E). Experiments #1, 2, 3, and 6 are from non-parsed (4 dot) glutamatergic or GABAergic neurons for comparison to parsed (2 dot) neurons in remaining experiments that were either WT-expressing (green) or mutant-expressing (purple). 

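For HET against WT with PCB (experiment #1), *Grp*, the gene of gastrin-releasing peptide, was at 3.10 ± 3.18 CPM in glutamatergic nuclei of HET_PCB and 26.6 ± 7.37 in WT_PCB (mean ± SD, n = 3 animals per group), a log2 fold change of −2.35 (SE 0.43). *Cchcr1* was at 2.07 (SE 0.41) and the citrate transporter gene *Slc13a5* at 1.61 (SE 0.33), each with an edgeR adjusted p of 0.566. In GABAergic nuclei of the same comparison *Scn4b*, which shapes sodium currents of fast-spiking cells, was at 18.4 ± 4.17 CPM in HET_PCB (n = 2) and 3.62 ± 1.55 in WT_PCB (2.29, SE 0.43, adjusted p = 0.711 by edgeR). For PCB against vehicle in HET (experiment #2), glutamatergic nuclei had *Ly6d* at 1.97 (SE 0.47), the kinase gene *Pim1* at −1.56 (SE 0.46) and *Aldh1a1*, an enzyme of retinoic acid synthesis, at 1.24 (SE 0.37), with an adjusted p of 1.00. For PCB against vehicle in WT (experiment #3), *Calb2*, which encodes calretinin, was at 6.78 ± 6.21 CPM in WT_PCB and 0.688 ± 0.328 in WT_VEHICLE (3.22, SE 0.78), and *Ttn* at −2.61 (SE 0.63). For HET against WT with vehicle (experiment #6), *Slfn2*, a gene of immune cell quiescence, was at −2.77 (SE 0.67). Neither glutamatergic nor GABAergic nuclei had a gene that passed by edgeR, DESeq2 or limma-voom on sums per animal in any of the 4 experiments. At an unadjusted p < 0.05 edgeR had 683, 98, 368 and 300 of 13509 genes in glutamatergic and 483, 119, 279 and 308 of 11600 in GABAergic nuclei, in experiments #1, #2, #3 and #6. Only the 683 reached about the share of 0.05 that chance alone gives. With each nucleus as a replicate, limma-voom called 9543, 2477, 11380 and 11410 genes in glutamatergic and 936, 2658, 7933 and 9034 in GABAergic nuclei, from 10738 and 2692 nuclei per comparison. The parsed neurons of the other experiments were not analysed here, since the deposited files hold no allele calls.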

Interestingly, a comparison of PCB effects in WT-expressing cells compared to mutant-expressing cells in HET (experiments 9 and 10) showed a higher number of DEGs in WT-expressing neurons than mutant-expressing neurons of both types. Remarkably, the lowest numbers of DEGs were seen when comparing WT-expressing neurons across both genotype and treatment groups (experiments #5 and 8) or mutant-expressing neurons with or without PCBs (experiment #10). This indicates that PCB exposure predominantly affects *Mecp2* WT-expressing neurons, suggesting that PCB interaction effects within RTT cortices are predominantly acting on the homeostatic gene networks dysregulated in WT-expressing neurons. 

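Mitochondrially encoded genes fell in inhibitory neurons of HET mice with PCB, both against WT with PCB (experiment #1, median log2 fold change −1.36, 13 of 13 genes lower) and against HET with vehicle (experiment #2, −1.14, 13 of 13 lower). *mt-Nd2*, of complex I, was at 94.4 ± 52.9 CPM in GABAergic nuclei of WT_PCB, 79.3 ± 32.1 in HET_VEHICLE and 24.0 ± 5.00 in HET_PCB (mean ± SD, n = 3 animals, 2 in HET_PCB), log2 fold changes of −2.01 (SE 0.46) and −1.70 (SE 0.46). *mt-Cytb* was at 118.0 ± 22.8 CPM in HET_VEHICLE and 48.6 ± 21.4 in HET_PCB (−1.37, SE 0.41). The list had adjusted p = 7.9e-11 and 9.3e-18 by camera, but 0.533 and 0.393 with an estimated correlation, fry called neither, and 10 and 8 members passed adjusted over the list alone. Without animal 27 the median in experiment #1 was −0.78, and the call held. The fall was not limited to nuclei: in barcodes of at most 50 UMIs, which hold free RNA, mitochondrial UMIs were 1.09% to 1.33% in HET_PCB libraries, 1.36% to 2.12% in HET_VEHICLE and 1.62% to 2.48% in WT_PCB. Ribosomal protein genes fell in inhibitory neurons of experiment #1 (−0.41, 79 of 79 lower, adjusted p = 1e-21 by camera, 0.533 with an estimated correlation). In excitatory neurons of experiment #1 the 13 mitochondrial genes were lower too (−1.25), where camera gave the opposite sign and no call (adjusted p = 0.12), and the ribosomal list was at −0.34 (0.0886). Of the genes that the paper names, 26 were higher and 43 lower in excitatory and 28 higher and 38 lower in inhibitory neurons in experiment #1. With each nucleus as a replicate, limma-voom called 1094 genes up and 8449 down in excitatory and 279 up and 657 down in inhibitory neurons in experiment #1, whereas with vehicle in both genotypes it called 10209 up and 1201 down, and 8367 up and 667 down. These directions cannot be told apart from UMIs per nucleus. In excitatory neurons drawn with vehicle, median UMIs were 2758, 1485 and 1562 in animals 28, 38 and 40 (HET) and 3598, 3145 and 1821.5 in 25, 29 and 30 (WT). Thinned to 500 UMIs, such nuclei kept 0.33% of the calls by genotype, although thinning also lowers the power. Nuclei of PCB groups were not thinned for this test, so no direction is established. A test of the difference between excitatory and inhibitory neurons was not made.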

Comparisons of non-parsed neurons within HET mice with or without PCB (experiments #1 and #2) showed that the number and direction of DEGs were different between excitatory and inhibitory neurons only in the presence of PCBs. Collectively, these results suggest that PCB treatment interacts with and could mitigate some of the detrimental non-cell-autonomous effects caused by *Mecp2* mutation (Table S4). The differences observed in DEG counts between *Mecp2e1* WT- and mutant-expressing cells, and the impact of PCB treatment on these cells, highlight the complex interactions within the mosaic brain environment. PCB exposure appears to interact with *Mecp2e1* mutation by transcriptionally dysregulating shared homeostatic pathways regulating the broader cellular milieu, demonstrating a nuanced interaction between a genetic and environmental factor.

### Network analysis using hdWGCNA associates PCB and *Mecp2e1* genotype effects with RTT mouse model phenotypes

To further explore the effects of *Mecp2e1* mutations and PCB exposure on RTT phenotypes, we employed high dimensional weighted gene co-expression network analysis (hdWGCNA). This approach is relevant for assessing gene networks within snRNA-seq data and allowed us to analyze associations of experimental variables (treatment, genotype, exposure duration, and pregnancy) and measured phenotype (body weight at time of sacrifice at ∼16 weeks) with gene co-expression networks. Using cells from all four experimental conditions combined (WT_Vehicle, WT_PCB, HET_Vehicle, and HET_PCB), hdWGCNA analysis identified seven distinct co-expression modules (Figure 5A). Each module represents a cluster of co-expressed genes with common functional characteristics. Hub genes within each module are highlighted, serving as central connectors that are crucial for the module’s function and overall network stability (Figure 5A). 

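*Nrgn*, *Tmsb4x*, *Gapdh*, *Elavl2*, *Mef2c*, *Arpp21* and *Kcnq1ot1*, hub genes that the paper names, all had edgeR adjusted p values above 0.05 in every class and comparison. *Tmsb4x*, which encodes the actin-binding thymosin beta 4, was at 944 ± 208 CPM in non-neuronal nuclei of WT_VEHICLE, 951 ± 207 in WT_PCB, 796 ± 21.2 in HET_VEHICLE and 574 ± 234 in HET_PCB (mean ± SD, n = 3 animals per group), a log2 fold change of −0.70 (SE 0.28) for genotype with PCB. *Gapdh*, a glycolytic enzyme, was at 1025 ± 306, 784 ± 367, 808 ± 548 and 627 ± 427 CPM in glutamatergic nuclei in the same order. *Elavl2*, a neuronal RNA-binding protein, was at 594 ± 52.6, 661 ± 29.7, 682 ± 82.7 and 603 ± 59.2 in GABAergic nuclei (genotype with vehicle 0.20, SE 0.17). *Mef2c*, a transcription factor of cortical neurons, was at 3429 ± 230 CPM in glutamatergic nuclei of HET_VEHICLE and 2069 ± 1481 in HET_PCB, of which animal 36 had 13 nuclei (−0.58, SE 0.40). *Arpp21*, an RNA-binding protein of excitatory neurons, was at 1426 ± 133 and 1089 ± 544 there (−0.23 for PCB in HET). *Kcnq1ot1*, an imprinted antisense RNA at position 143203458 to 143296549 of chromosome 7 on the minus strand, was at 764 ± 144 CPM in glutamatergic nuclei of WT_VEHICLE and 1007 ± 246 in HET_VEHICLE (0.40, SE 0.27). Between animals over and under 8000000 UMIs per library, a split chosen after the data were seen, *Kcnq1ot1* differed by −0.55 there and *Gapdh* by 1.25 (edgeR adjusted p = 8.0e-03 and 1.3e-04). WT_VEHICLE had 2 of 3 animals over and the other groups 1 of 3, so the split goes the same way as the differences of both genes from WT_VEHICLE. Whether depth causes it stays open. The coordinates are of GRCm38 from GENCODE release M21, joined by Ensembl gene ID, which is another annotation release than the authors'. The co-expression modules themselves were not analysed here.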

The genes from these distinct modules were used to perform KEGG pathway enrichment analysis. The top KEGG pathways for each module reflect the biological processes and pathways most prominently affected by PCB exposure and/or *Mecp2e1* genotype (Figure 5B). These pathways include many neurological disease related terms such as Parkinson’s disease, Alzheimer’s disease, calcium signaling, and LTP which provide insights into the functional impact of these factors on gene networks (Figure 5B). To confirm that the gene networks are not influenced by cell type-specific gene markers, we performed an overlap analysis between cell type gene markers and the identified gene modules (Figure 5C). Additionally, we examined the correlation of gene expression in each cell type with various experimental variables, including pregnancy, weight at sacrifice, exposure duration, PCB treatment, and genotype (Figure S3; correlation values in Table S5). 

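*Cort*, which encodes the neuropeptide cortistatin of *Sst* interneurons, was lower in HET than in WT *Sst* nuclei averaged over both treatments, by a log2 fold change of −1.22 (SE 0.21, edgeR adjusted p = 0.0202 over the genes of this subtype and comparison alone). It was the only call for this average among 82351 tests over 9 subtypes. No adjustment over subtypes and comparisons was made, so chance stays open. *Cort* was at 585.1 ± 171.4 CPM in WT_VEHICLE, 808.0 ± 299.4 in WT_PCB, 324.1 ± 69.9 in HET_VEHICLE and 269.6 ± 26.1 in HET_PCB (mean ± SD, n = 3 animals, 2 in HET_PCB). DESeq2 gave it an adjusted p of 4.1e-04 and limma-voom on sums per animal 0.0125, but with equal numbers of nuclei the edgeR adjusted p was 0.0877, and it was 0.0518 without animal 25, 0.0901 without 27, 0.110 without 30, 0.170 without 37, 0.130 without 39 and 0.0773 without 40, while the log2 fold change in these lay between −1 and −1.30; with a covariate for the side of 8000000 UMIs per library, chosen after the data were seen, it was −1.19 (adjusted p = 4.1e-07). With PCB alone, *Cort* was at −1.57 (SE 0.32) in HET over WT and *Cadm1*, a synaptic adhesion molecule, at −1.71 (SE 0.33), each with an adjusted p of 0.116 by edgeR. *Cadm1* was at 117.3 ± 28.0 CPM in WT_VEHICLE and 287.7 ± 110.6 in WT_PCB (1.28, SE 0.26, adjusted p = 0.305), 155.1 ± 18.1 in HET_VEHICLE and 87.2 ± 0.812 in HET_PCB, with an interaction of −2.11 (SE 0.43, adjusted p = 0.310). The mitochondrial gene *mt-Nd2* was at −2.94 (SE 0.61) for genotype with PCB, and *Tpt1*, a translation-linked tumor protein, at −0.83 (SE 0.22) for genotype with vehicle. Of 8763 genes in *Sst* nuclei, edgeR had 370 at an unadjusted p < 0.05 for genotype with vehicle, 330 for genotype with PCB, 288 for PCB in WT, 162 for PCB in HET and 269 for the interaction, and none passed in these. Each count lies under the share of about 0.05 that chance alone gives. The paper proposes that genotype and PCB interact in shared transcriptional networks; module correlations were not analysed here.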

Among the different cell types analyzed, the Sst inhibitory neurons showed the strongest correlations with changes in gene expression linked to genotype and phenotypic traits, suggesting that *Mecp2e1* genotype and PCB exposures interact within shared excitatory/inhibitory balance and homeostatic transcriptional networks in the female adult cortex.

**Figure 5:**
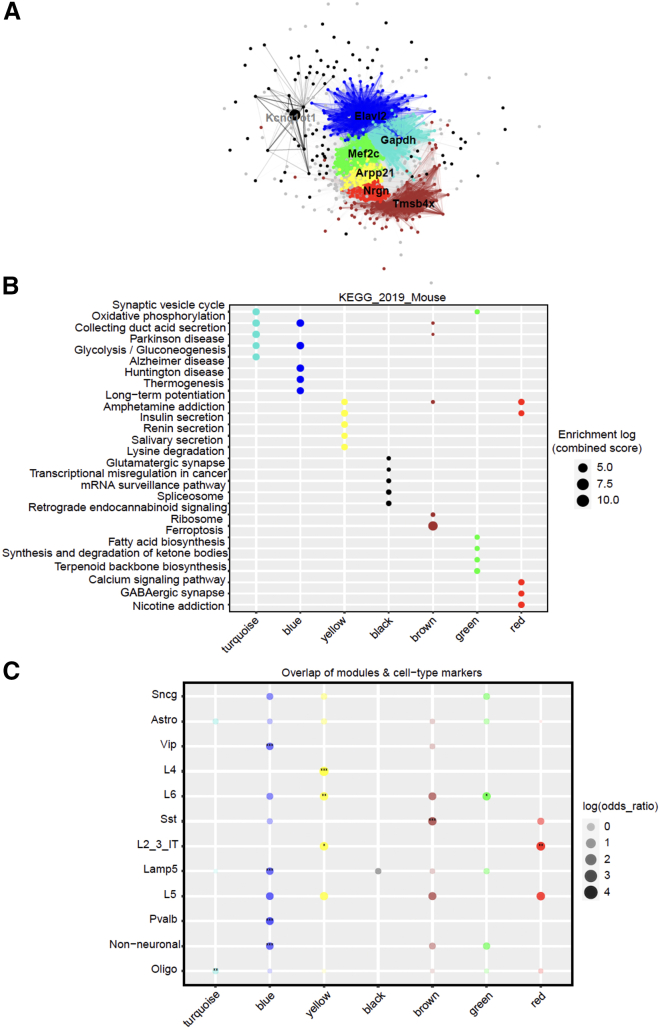
hdWGCNA analysis reveals correlated transcriptional networks impacted by *Mecp2e1* mutation and PCBs Modules were constructed using cells from all four experimental conditions (WT_Vehicle, WT_PCB, HET_Vehicle, and HET_PCB) to identify co-expression networks, then correlations were examined to determine associations with genotype (HET vs. WT) and treatment (PCB vs. vehicle). (A) Weighted gene network showing seven modules and their corresponding hub genes. (B) Dot plot showing the top 5 KEGG pathways enriched in each module. (C) Dot plot showing the overlap of cell type markers and gene modules. Module-trait correlations showing associations between each module and experimental variables (PCB treatment and Mecp2 genotype) are provided in Figure S3 and Table S5.

### Comparative analysis of mouse and human RTT cortex PCB-associated DEGs and enriched pathways in GABAergic, glutamatergic, and non-neuronal cells

To evaluate the relevance of our findings in a mouse model to human RTT, we compared cell type-specific DEGs associated with PCB exposures between human female RTT cortex samples with measured PCB levels^11^^,^^21^ (Figure S5) and mouse female HET cortex samples. Figure 6 illustrates this comparative analysis, highlighting conserved and divergent molecular signatures across species. UMAP projection of human RTT brains, stratified by PCB exposure status (Yes means any PCB congener measured above level of detection), revealed similar cell clustering associated with exposure (Figure 6A). Human cell types were identified and annotated based on the Allen Brain Human Cortex dataset^26^ (Figure 6B). For a cross-species comparative analysis, these cell types were grouped into three major categories: GABAergic neurons, glutamatergic neurons, and non-neuronal cells (Figure 6C). DEGs comparing PCB-exposed and non-exposed conditions for each broad cell type in both human and mouse datasets were identified (Figure 6D). 

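*Lmo4*, a transcriptional cofactor of cortical neurons, was at 365.0 ± 15.6 CPM in glutamatergic nuclei of HET_VEHICLE and 270.6 ± 45.8 in HET_PCB (mean ± SD, n = 3 animals per group), a log2 fold change of −0.46 (SE 0.20). *Ttr*, which encodes the thyroid hormone carrier transthyretin of the choroid plexus, was at 2.53 (SE 0.96) in glutamatergic and 2.30 (SE 0.95) in GABAergic nuclei with PCB in HET. Carry-over of *Ttr* transcripts into neurons was not tested. *Gm2115*, a noncoding RNA, was at 1.83 ± 1.79 CPM in GABAergic nuclei of HET_VEHICLE and 13.4 ± 0.530 in HET_PCB (2.39, SE 0.53), and *Gm2824* at 8.56 ± 2.58 and 2.02 ± 0.427 (−2.00, SE 0.57). Each of these genes had an edgeR adjusted p of 1.00. Of the genes that the paper names, 21 had a positive and 48 a negative fold change with PCB in HET glutamatergic nuclei, and 33 a positive and 33 a negative one in GABAergic nuclei. With each nucleus as a replicate, limma-voom called 1176 genes up and 1301 down in glutamatergic nuclei and 136 up and 2522 down in GABAergic nuclei. The part of UMIs per nucleus in these calls was not tested, so no direction is established. The human nuclei were not analysed here.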

Strikingly, GABAergic and glutamatergic neurons in RTT cortices of both species exhibited a predominance of downregulated PCB-associated DEGs, suggesting conserved mechanisms of PCB-associated transcriptional repression in these neuronal populations. In contrast, non-neuronal cells in both human and mouse show a trend of upregulated DEGs, indicating a shared activation of transcriptional programs in these cell types following PCB exposure (Figure 6D). 

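Vascular markers rose with PCB in HET non-neuronal nuclei, by a median log2 fold change of 1.41 with 5 of 5 genes higher, and microglial markers fell, by −0.37 with 10 of 10 lower (n = 3 animals per group). *C2cd2*, a lipid transfer protein gene, was at 14.6 ± 6.66 CPM in HET_VEHICLE and 39.8 ± 3.54 in HET_PCB (1.24, SE 0.33, mean ± SD), *Slc25a27*, a mitochondrial uncoupling protein gene, at 63.4 ± 17.7 and 115.5 ± 21.1 (0.90, SE 0.25), and *Shcbp1l* had 2.10 (SE 0.60), each with an edgeR adjusted p of 1.00. By camera the vascular list had adjusted p = 0.0117 and the microglial list 3.8e-04, but both had adjusted p = 0.847 with an estimated correlation, fry called neither, and no member passed adjusted over the list alone. Mural cells or fibroblasts were 0.317 ± 0.126% of the summed non-neuronal nuclei in HET_VEHICLE (10 of 3713) and 1.28 ± 0.692% in HET_PCB (23 of 3011), and microglia 714 of 3713 and 443 of 3011, so both lists moved as these shares did. The vascular median was 0.61 without animal 36 (adjusted p = 0.422 by camera), 0.95 without 40 (0.233) and 2.35 without 27, and the microglial median −0.07 without 28 (0.0762), 0.03 without 39 (0.871) and −1.59 without 27. *Itm2b*, an amyloid-related membrane protein gene, was at 657 ± 376 CPM in HET_VEHICLE and 825 ± 319 in HET_PCB (0.32, SE 0.36). Of the genes that the paper names, 26 were higher and 43 lower with PCB in HET non-neuronal nuclei. With each nucleus as a replicate, limma-voom called 152 genes up and 10565 down, from 6022 nuclei. The part of UMIs per nucleus in these calls was not tested, so no direction is established.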

The top KEGG pathways enriched in human and mouse datasets were identified (Figures 6E and 6F, respectively). Both species exhibit dysregulation in pathways related to synaptic function, neurodegeneration, and metabolic regulation. 

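Genes of the glutamatergic synapse did not pass with PCB in HET mice in any class: their median log2 fold change was −0.13 in glutamatergic (6 of 39 genes higher), −0.01 in GABAergic (16 of 37) and −0.02 in non-neuronal nuclei (17 of 36; n = 3 animals per group, 2 in GABAergic nuclei of HET_PCB). The GABAergic synapse was at −0.10 (6 of 30 higher), −0.01 (12 of 30) and 0.01 (16 of 30) in the same order, with adjusted p = 0.842, 0.700 and 0.858 by camera. Synaptic vesicle genes were at −0.15 (4 of 37 higher), −0.11 (5 of 36, adjusted p = 0.0637 by camera) and −0.10 (13 of 37). Genes of calmodulin and long-term potentiation were at −0.11, −0.04 and −0.10, although their mean in non-neuronal nuclei was 0.01. In glutamatergic nuclei camera gave the first 3 lists the opposite sign to their medians, and the GABAergic synapse had a mean of −0.02 in non-neuronal nuclei. With an estimated correlation the adjusted p was above 0.9 for each list, fry called none, and no member passed adjusted over the list alone. Retrograde endocannabinoid signaling and the human data were not analysed here.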

Notably, conserved pathways include synaptic signaling such as GABAergic synapse and glutamatergic synapse and retrograde endocannabinoid signaling in addition to metabolic and addiction pathways (Figures 6E and 6F). Interestingly, the female-specific noncoding *XIST* gene was significantly downregulated in response to PCB exposure in human cortex and showed concordant downregulation in mouse (*Xist*), demonstrating cross-species conservation of this effect. 

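*Xist*, the noncoding RNA that silences 1 X chromosome in female cells, had no detectable change with PCB in any class of mouse cortical nuclei. In HET mice its log2 fold change with PCB was −0.27 (SE 0.34, 95% interval −0.95 to 0.41) in glutamatergic, 0.04 (SE 0.24, −0.44 to 0.51) in GABAergic and 0.06 (SE 0.24, −0.41 to 0.53) in non-neuronal nuclei. In WT mice it was 0.18, 0.19 and 0.09 in the same order. Glutamatergic nuclei held 3865 ± 433 CPM of *Xist* in WT_VEHICLE, 4374 ± 747 in WT_PCB, 4284 ± 748 in HET_VEHICLE and 3391 ± 1665 in HET_PCB (mean ± SD, n = 3 animals per group). In HET_PCB animal 36 had 1629 CPM from 34 UMIs of *Xist*, and animals 27 and 39 had 3606 and 4938. GABAergic nuclei held 3409 ± 317, 3880 ± 692, 4021 ± 856 and 4129 ± 828 CPM, and non-neuronal nuclei 5049 ± 480, 5381 ± 674, 5501 ± 715 and 5731 ± 455, in the same order. The edgeR adjusted p was above 0.05 in each case.

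**Figure D5:**
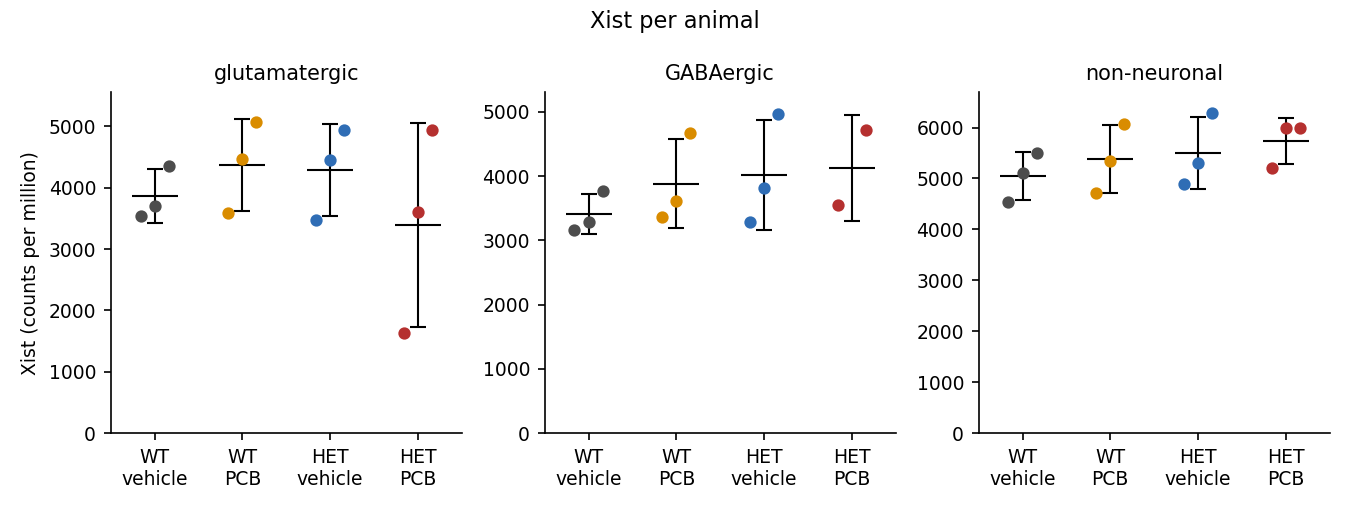
Xist in CPM per animal and group in the 3 classes. Dots are animals, dashes are group means and bars are SD.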

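The change of *Xist* with PCB did not differ detectably between HET and WT mice in glutamatergic, GABAergic or non-neuronal nuclei. The interaction, the change with PCB in HET minus that in WT, was −0.45 on the log2 scale in glutamatergic (SE 0.48, 95% interval −1.40 to 0.50), −0.15 in GABAergic (SE 0.32, −0.79 to 0.49) and −0.03 in non-neuronal nuclei (SE 0.33, −0.70 to 0.64). *Xist* lies at position 103460366 to 103483254 on the minus strand of the X chromosome, and *Tsix*, its antisense repressor, overlaps it on the plus strand. *Tsix* was at 3.79 ± 0.419 CPM in GABAergic nuclei of WT_VEHICLE and 9.47 ± 1.34 in HET_VEHICLE (mean ± SD, n = 3 animals per group), a log2 fold change of 1.25 (SE 0.41, edgeR adjusted p = 0.994). Genotype alone gave *Xist* 0.15 in glutamatergic, 0.24 in GABAergic and 0.12 in non-neuronal nuclei with vehicle. Over *Xist* in all classes and comparisons the smallest edgeR adjusted p was 0.92, and over every setting and animal left out the smallest unadjusted p of the interaction was 0.114. Without animal 36 the interaction in glutamatergic nuclei was −0.18, and without animal 39 it was −0.77.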

A highly significant interaction between *Mecp2e1* genotype and PCB exposure was observed for *Xist* levels, with cell type-specific differences (Figure S4). These findings underscore the translational relevance of our mouse model to human RTT, demonstrating conserved molecular and cellular responses to PCB exposure in *Mecp2* mosaic female cortex across species. The shared dysregulation of key pathways involved in synaptic function, neurodegeneration, and metabolic homeostasis highlights potential mechanistic links between an environmental exposure and RTT pathology.

**Figure 6:**
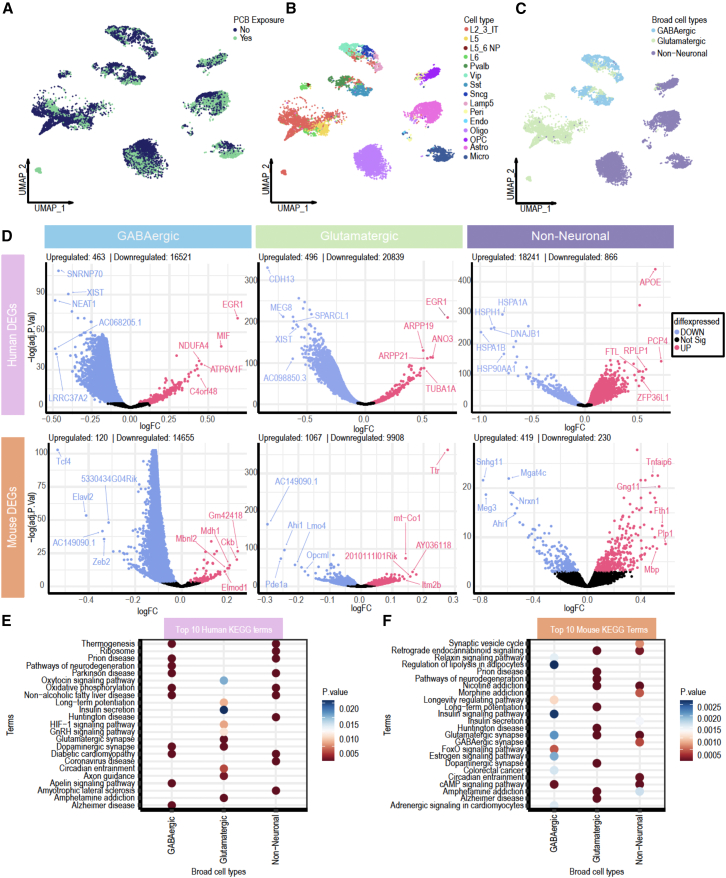
Comparative analysis of mouse and human RTT cortex PCB-associated DEGs in GABAergic, glutamatergic, and non-neuronal cells (A) UMAP plot of human postmortem cortical nuclei showing PCB and non-PCB exposed cell clustering. (B) UMAP plot of human postmortem cell type annotation. (C) UMAP plot of human postmortem broad cell type categories. (D) Volcano plots showing differential gene expression comparing PCB-exposed versus non-PCB-exposed in human and mouse within each broad cell type category. Genes with adjusted *p* value ≤ 0.05 are colored (red = upregulated in PCB-exposed; blue = downregulated in PCB-exposed; black = not significant). (E) Dot plot showing top 10 enriched KEGG pathways in human PCB-exposed tissue across broad cell types. (F) Dot plot showing top 10 enriched KEGG pathways in mouse PCB-exposed tissue across corresponding broad cell types. Dot size represents enrichment odds ratio; color intensity represents adjusted *p* value.

We further explored the conservation of molecular responses between mouse and human RTT cortex by analyzing the overlap of significant DEGs and KEGG pathways across GABAergic, glutamatergic, and non-neuronal cell types (Figure 7). The analysis of significant DEGs between mouse and human datasets reveals that the greatest overlap occurs in GABAergic cells (7,931 DEGs), followed by glutamatergic cells (6,344 DEGs), and lastly, non-neuronal cells (453 DEGs) (Figure 7A). Furthermore, we compared these conserved human-mouse DEGs with MeCP2 transcriptional target genes from published studies (RNA-Seq_Disease_Gene_and_Drug_Signatures database), resulting in significant enrichment (Fisher’s exact test, *p* = 3.78 × 10^−6^, OR = 1.29) (Figure S6; statistics and Mecp2 studies highlighted in Table S6). This pattern suggests that similar genes are dysregulated in these neuronal populations across species and different *Mecp2* mutant mouse models and brain regions, highlighting conserved transcriptional responses. The overlap of significant KEGG terms between mouse and human datasets across the three broad cell types were consistent with the DEG overlap. The greatest convergence of KEGG terms is observed in GABAergic cells, underscoring the shared molecular pathways affected in this cell type (Figure 7B). Notably, only one KEGG term, oxytocin signaling pathway, is common to both species and all three cell types, emphasizing oxytocin’s potential role as a conserved regulatory network of inter-cellular homeostatic responses in RTT.

**Figure 7:**
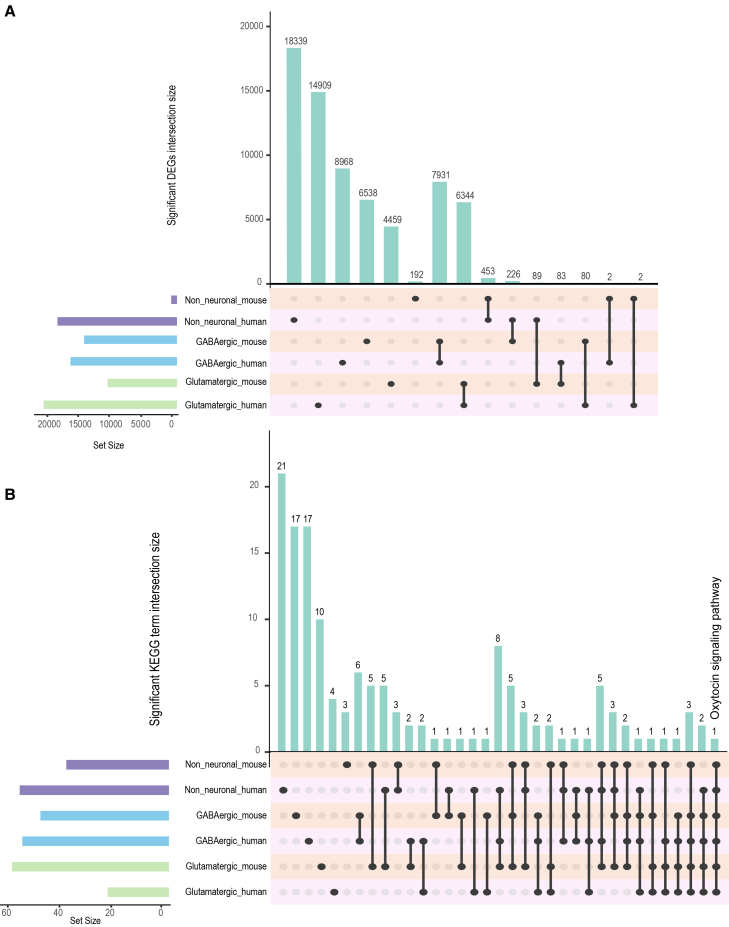
Cross-species conservation of PCB-associated transcriptional changes (A) UpSet plot showing the intersection of significant DEGs (adjusted *p* value ≤ 0.05) between human postmortem brain and mouse cortex across broad cell type categories. Set sizes (left) indicate the total number of significant DEGs in each species and cell type; intersection sizes (top) show the number of orthologous genes dysregulated in both species. (B) UpSet plot showing the intersection of significantly enriched KEGG pathways (adjusted *p* value ≤ 0.05) between human and mouse across broad cell types.

These findings reinforce the translational relevance of this and other mouse models to human RTT, demonstrating conserved gene and pathway alterations, particularly affecting GABAergic and glutamatergic neurons. The identification of oxytocin signaling as a shared pathway across species and cell types suggests its potential importance in the pathophysiology of RTT.

## Discussion

This study provides a comprehensive analysis of how PCB exposure influences cortical cell type-specific gene expression in *Mecp2e1* mosaic females, shedding light on the complex interplay between an environmental factor and an X-linked gene, each regulating neurodevelopment. Using a combination of single-nucleus RNA sequencing, differential expression analysis, and network analysis, we explored the effects of PCBs on RTT syndrome transcriptional networks and identified potential inter-cellular interactions. We were able to directly distinguish WT- and mutant-expressing cells within the HET mosaic brains, facilitating a detailed comparative analysis of gene expression and pathway dysregulation between WT- and mutant-expressing neurons within and across experimental genotype and treatment groups.^21^ These experimental comparisons provided a high degree of specificity in parsing WT from mutant cells, which was crucial for understanding how PCB exposure impacts cell non-autonomous effects in the balance between inhibitory and excitatory neurons. The reduction in the number of RTT-associated dysregulated pathways observed with PCB exposure in the mouse model, combined with the substantial overlap of dysregulated KEGG pathways between mouse and human RTT cortices (Figure 7B), indicates a mitigating effect of PCB exposure on RTT-related gene dysregulation that is conserved across species. Together, these results provide multiple novel findings relevant to understanding the complex cellular and transcriptional pathogenesis of both RTT and PCB neurotoxicity.

Our prior analysis of RTT at the single-cell transcriptome level revealed that in HET female mice the WT-expressing neurons were dynamically responsive to the mosaic HET cortical environment.^21^ In the current study, both DEG and pathway analyses showed that PCB exposure led to fewer dysregulated genes compared to vehicle treatment in the RTT mutant mouse background. Parsing of the cells into mutant- and WT-expressing neurons demonstrated that PCB primarily impacted the WT-expressing cell transcriptome. This finding indicates a possible protective role of PCB exposure in the unusual mosaic context of RTT pathogenesis. The KEGG pathways commonly affected across all conditions included those relevant to adaptive pathways relevant to synaptic regulation, such as circadian rhythms and cAMP signaling, highlighting the broad impact of PCB exposure on critical homeostatic information networks between cells that are dysregulated in RTT.

We employed hdWGCNA to identify gene modules whose expression patterns are associated with *Mecp2* genotype and PCB exposure.^27^ We identified seven distinct gene modules, with multiple modules, including brown, that showed a significant positive correlation with *Mecp2* genotype in all cell types, but differed in the direction of correlations with PCB treatment. PCBs were negatively associated with brown module transcript levels predominantly in GABAergic neuronal subtypes. Interestingly, the female-specific long noncoding RNA *Xist* was a member of the brown network. Furthermore, there was a significant interaction between *Mecp2e1* genotype and PCB exposure that was cell type-dependent, with GABAergic neurons being the cell type with the strongest interaction effect. Somatostatin (Sst) cells, a GABAergic neuronal subtype, was found to be particularly strongly influenced by PCB exposure and *Mecp2e1* genotype. Together, these results suggest that *Xist* and other genes within the brown module may mediate the interactions between *Mecp2* genotype and PCB exposure in cortical GABAergic neurons. Future research could determine if interactions between PCBs and *Mecp2* are specific to females and if *Xist* is required for interaction effects in females.

While the study provides valuable insights, several limitations should be considered. Our analysis focused specifically on PCB exposure, but other environmental factors may also influence the inter-cellular transcriptional networks in the pathogenesis of RTT.^28^ Future research should explore a broader range of environmental exposures impacting RTT severity to gain a more comprehensive understanding. Longitudinal studies are needed to assess how gene expression changes evolve over time and their long-term implications for RTT and if different PCB doses change to effects on transcriptional and disease phenotypes.^29^ Additionally, further functional validation of the identified pathways and gene modules is necessary to confirm their roles in RTT and the impact of PCB exposure. While our study provides comprehensive transcriptional profiling of PCB-*Mecp2* interactions in a controlled mouse model with allele-specific resolution, there were limitations in the human samples. In the human postmortem validation cohort, we cannot separate *MECP2*-mutant from wild-type expressing cells due to the heterogeneity of mutations across individuals and technical constraints of 5′ snRNA-seq. Consequently, we cannot definitively rule out that subtle differences in X chromosome inactivation patterns between PCB-exposed and non-exposed individuals contribute to the observed transcriptional signatures. However, multiple lines of evidence support that the human findings reflect genuine biological responses to PCB exposure: our within-cell type analysis approach minimizes compositional confounding, the controlled mouse experiments demonstrate genuine PCB effects independent of XCI ratios, and most compellingly, we observe remarkable overlap of both DEGs and enriched KEGG pathways between the mouse and human datasets. This cross-species convergence at both gene and pathway levels, despite the inability to perform allele-specific analysis in human tissue, strongly suggests that the transcriptional signatures represent core, conserved PCB exposure effects that transcend individual *MECP2* mutation types and cellular mosaicism patterns.

While our study provides comprehensive transcriptional profiling with cross-species validation, we acknowledge that additional biological validation experiments (e.g., protein-level confirmation, functional electrophysiology, and behavioral phenotyping) would further strengthen these findings and are important directions for future mechanistic studies. The transcriptional atlas we provide establishes a foundation for hypothesis-driven validation of specific pathways and genes in future investigations. Future studies incorporating MeCP2 protein quantification, full-length RNA-seq approaches, or spatial transcriptomics with protein co-detection would enable more definitive assessment of cell-autonomous versus non-cell-autonomous PCB effects in human RTT brain tissue and could further validate these findings.

In conclusion, this study advances our understanding of how PCB exposure interacts with *Mecp2e1* mutations to influence RTT molecular pathogenesis in female mouse and human cortex. By elucidating the effects on gene expression, pathway dysregulation, and network dynamics, we could focus on therapeutic targets and mechanisms that could inform future research and clinical strategies for managing RTT. Our findings have several potential therapeutic implications for RTT management. First, the identification of oxytocin signaling as a conserved pathway across species and cell types (Figure 7B) suggests this system may represent a viable therapeutic target, particularly given recent success of combined oxytocin and IGF-1 in a mouse model of RTT.^30^ Second, the predominant effects of PCB exposure on WT-expressing neurons in the mosaic HET cortex suggest that therapies aimed at supporting wild-type cell function and cell-cell communication may be as important as those targeting mutant cells directly. Third, the dysregulation of GABAergic neuron-specific pathways, particularly in Sst interneurons, identifies specific cellular targets for intervention. The brown module genes, which show strong genotype-PCB interactions, may serve as biomarkers for environmental susceptibility and could inform personalized risk assessment. Finally, our findings that PCB exposure can mitigate certain RTT-associated transcriptional signatures suggest that understanding homeostatic compensation mechanisms in response to environmental perturbations may reveal endogenous protective pathways that could be pharmacologically activated. These molecular insights provide a foundation for hypothesis-driven therapeutic development and suggest that managing environmental exposures may be an important, yet underappreciated, component of comprehensive RTT care.

### Limitations of the study

This study captures gene expression at a single time point, and longitudinal studies are needed to assess how these changes evolve over time. The sample size, particularly for the mosaicism analysis, was limited, which may reduce statistical power to detect subtle allele-specific transcriptional differences between WT and mutant expressing cells within the mosaic HET cortex. In the human postmortem validation cohort, *MECP2* mutant and wild-type-expressing cells could not be separated due to the heterogeneity of mutations across individuals and technical constraints of 5′ snRNA-seq, meaning subtle differences in X chromosome inactivation patterns between PCB exposed and non-exposed individuals cannot be definitively ruled out as contributing to the observed transcriptional signatures. Additionally, this study assesses transcriptional changes without corresponding neurological or behavioral phenotyping, limiting our ability to directly link the observed gene expression and pathway dysregulation to functional outcomes in RTT. Future studies incorporating larger sample sizes, behavioral assessments, protein quantification, and spatial transcriptomics would strengthen and extend these findings.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Janine M. LaSalle ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• Raw and processed sequencing data have been deposited at GEO: GSE316011 and is publicly available as of the date of publication.
• All original code has been deposited at GitHub and is publicly available as of the date of publication (https://github.com/osmansharifi/PCB_mouse_snRNAseq).
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We would like to express our gratitude to the members of the Flow Cytometry Core, Bridget McLaughlin, and Jonathan Van Dyke for their technical assistance and expertise in sorting nuclei. This research was supported by 10.13039/100000002NIH T32ES007059, R01ES029213, R01AA027075, S10OD010786, U2CES030158, P50HD103526, and U24DK097154. The synthesis of the PCB mixture was supported by the Superfund Research Center at 10.13039/100008893The University of Iowa (P42 ES013661).

## Author contributions

O.S., K.E.N., and J.M.L. designed the study; J.M.L. and O.S. acquired funding for the study; K.E.N. and A.V. performed the PCB dosing and dissections of the mice; O.S. and D.H.Y. performed the nuclei isolation and single-cell assays; O.S. performed the bioinformatic analyses with intellectual contributions from I.K.; O.S. wrote the manuscript with intellectual contributions from K.E.N., P.J.L., D.H.Y., and J.M.L.; C.G.T. and O.S. generated all the figures. All authors reviewed and approved the final manuscript.

## Declaration of interests

Osman Sharifi, Dag H. Yasui, and Janine M. LaSalle are co-founders of 2C Bioscience Inc. The remaining authors declare no competing interests.

## Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work, the authors did not use generative AI tools and take full responsibility for the content of the published article.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Biological samples**		

Mouse cortical tissue from *Mecp2e1*^*−/+*^ and WT female mice	This paper	Mecp2e1^−/+^
Human postmortem RTT cortex samples with measured PCB levels	Sharifi et al.^21^	GEO: GSE211785

**Chemicals, peptides, and recombinant proteins**		

MARBLES PCB mixture (12 congeners: PCB 28, 11, 118, 101, 52, 153, 180, 149, 138, 84, 135, 95)	Prepared as in Neier et al.^15^	N/A
RNase inhibitor	Roche	N/A
DAPI	Fisher Scientific	N/A

**Critical commercial assays**		

Chromium Single Cell 5′ Library & Gel Bead Kit V1	10× Genomics	Cat#1000006
Kapa Library Quantification Kit	Roche	Cat#07960140001

**Deposited data**		

Raw and analyzed mouse snRNA-seq data	This paper	GEO: GSE316011
Analysis code	This paper	https://github.com/osmansharifi/PCB_mouse_snRNAseq
Human RTT snRNA-seq data	Sharifi et al.^21^	GEO: GSE211785
Mouse reference genome mm10–1.2.0	10× Genomics/Genome Reference Consortium	https://support.10xgenomics.com/single-cell-gene-expression/software/release-notes/build
Allen Brain Atlas mouse cortex reference	Allen Institute for Brain Science	https://portal.brain-map.org/
Allen Brain Atlas human cortex reference	Allen Institute for Brain Science	https://portal.brain-map.org/

**Experimental models: Organisms/strains**		

Mouse: *Mecp2e1*^*−/+*^: C57BL/6	LaSalle Lab; Sharifi et al.^21^	N/A
Mouse: C57BL/6J (wild-type)	The Jackson Laboratory	JAX: 000664; RRID: IMSR_JAX:000664

**Software and algorithms**		

Cell Ranger v3.2.3	10× Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger
R v4.2.2	R Foundation	https://www.r-project.org/
Seurat v4.3.0.1	Satija Lab	https://satijalab.org/seurat/; RRID: SCR_016341
scCustomize v2.1.1	Marsh et al.^31^	https://samuel-marsh.github.io/scCustomize/
LimmaVoom	Ritchie et al.	https://bioconductor.org/packages/limma/; RRID: SCR_010943
enrichR v3.2	Kuleshov et al.^32^	https://maayanlab.cloud/Enrichr/; RRID: SCR_001575
hdWGCNA v0.2.4	Morabito et al.^27^	https://smorabit.github.io/hdWGCNA/
abBLAST v3.0	Gish Lab	https://blast.advbiocomp.com/
BWA v0.7.17	Li and Durbin	https://bio-bwa.sourceforge.net/; RRID: SCR_010910
alleler.py (Mecp2e1 allele parsing pipeline)	Sharifi et al.^33^	https://github.com/osmansharifi/PCB_mouse_snRNAseq
biomaRt v3.21	Durinck et al.	https://bioconductor.org/packages/biomaRt/; RRID: SCR_019214
VennDiagram v1.7.3	Chen and Boutros	https://cran.r-project.org/package=VennDiagram
UCell	Andreatta and Carmona	https://bioconductor.org/packages/UCell/

**Other**		

70 μm FlowMi cell strainer	SP Scienceware (Bel-Art)	N/A
35 μm FlowMi cell strainer	SP Scienceware (Bel-Art)	N/A
MoFlo Astrios cell sorter	Beckman Coulter	N/A
Countess cell counter	Fisher Scientific	N/A
NovaSeq S4 sequencer	Illumina	N/A

### Experimental model and study participant details

#### Mouse dosing

*Mecp2e1*^*-/+*^ female mice were crossed with wild-type C57BL6/J males (Jackson Labs strain 000664) to generate the *Mecp2e1*^*-/+*^ progeny used in this study. This breeding strategy follows the established model^34^ producing females with mosaic expression of MeCP2-e1 due to random X-chromosome inactivation. A PCB mixture modeling the 12 most prevalent congeners found in maternal serum from the ASD-enriched MARBLES cohort was prepared according to previously established protocols.^12^^,^^15^ This formulation contained varying proportions of PCB congeners: PCB 28 (48.2%), PCB 11 (24.3%), PCB 118 (4.9%), PCB 101 (4.5%), PCB 52 (4.5%), PCB 153 (3.1%), PCB 180 (2.8%), PCB 149 (2.1%), PCB 138 (1.7%), PCB 84 (1.5%), PCB 135 (1.3%), and PCB 95 (1.2%). Female C57BL/6J mice (The Jackson Laboratory), ∼10 weeks of age, were administered either 0.01 mg/kg/day of the PCB mixture delivered via diet (in peanut butter) or vehicle control (peanut oil in peanut butter) for about 6 weeks. On week ∼16, dams (n_WT PCB-exposed_ =4, n_*Mecp2-e1*_ _PCB-exposed_ =4, n_WT vehicle control_ =4, n_*Mecp2-e1*_ _vehicle_ =4) were euthanized. From a total of 16 dams, cerebral cortices were harvested and used for single nucleus preparations. All experimental procedures received approval from the University of California, Davis Institutional Animal Care and Use Committee (IACUC #20584).

### Method details

#### Single-nucleus RNA sequencing

Single nucleus suspensions were prepared from each mouse brain according to previous stablished protocols.^21^^,^^35^ A 3.0 mm^2^ section of cortex was excised from each mouse brain and minced using a scalpel and subsequently homogenized in 0.5 ml of nuclei lysis buffer containing RNAse inhibitor (Roche, Indianapolis, ID). The homogenate was transferred to a larger vessel with an additional 1.0 ml of nuclei lysis buffer, thoroughly mixed, and incubated on ice for 5 minutes. Nuclei were separated from the lysate by filtration through a 70 μm FlowMi cell strainer (Sp-Belart, Wayne, NJ).

The nuclei were then pelleted by centrifugation at 500×G for 5 minutes at 4°C and resuspended in 1.5 ml of nuclei wash buffer for a 5-minute incubation. Following this incubation, nuclei were pelleted again under identical centrifugation conditions and washed twice in nuclei wash and resuspension buffer. The suspension was filtered through a 35 μm FlowMi filter (Sp-Belart, Wayne, NJ) and resuspended in nuclei wash and resuspension buffer containing 5 μg/ml DAPI. Nuclear concentration and integrity were assessed using a Countess cell counter (Fisher Scientific, Waltham, MA).

To remove debris and nuclear aggregates, the samples were processed on a MoFlow Astrios cell sorter (Beckman-Coulter, Brea, CA). Approximately 150,000 nuclei per sample were sorted and maintained on ice prior to library generation.

Single Cell 5′ Library V1 & Gel Bead Kits (10× Genomics, Pleasanton, CA) were employed for cDNA preparation and generation of barcoded and indexed snRNA-seq 5′ libraries following the manufacturer's protocol. A target of 10,000 nuclei per sample was established. The snRNA-seq 5′ libraries were quantified using a Kapa library quantification kit (Roche, Indianapolis, IN) and subsequently pooled for sequencing. Paired-end sequences of 150 base pairs were generated using a NovaSeq S4 sequencer (Illumina, San Diego, CA). The mouse cortical samples yielded approximately 75,000 reads per cell and an average of 240,437,728 reads per sample.

### Quantification and statistical analyses

#### Bioinformatic analyses

Raw reads from mouse samples were aligned to the mm10-1.2.0 reference genome using Cellranger v.3.2.3. The resulting cell by gene count matrices were imported into R 4.2.2 to create Seurat objects using Seurat_4.3.0.1. Quality control filtering was applied to mouse samples using the following criteria: cells were required to have less than 7% mitochondrial content, between 200 and 5,625 expressed genes, and between 208 and 16,300 unique molecular identifiers (UMI). The expression counts were log-transformed, normalized, and scaled using Seurat 4.3.0.1. Sample metadata was enriched with information regarding genotype, treatment, and *Mecp2-e1* allele status. For cell type annotation, previously published single nucleus data from RTT mouse cortex served as a ref.^21^ Cell type labels were transferred to the current dataset using scTransform for alignment. Cell marker testing was performed to validate the accuracy of cell type annotations. Visualization tools including UMAP plots and dotplots demonstrating validation of cell type-specific markers were generated using scCustomize 2.1.1.^31^

LimmaVoom was employed to identify differentially expressed genes (DEGs) across 15 distinct experimental comparisons. Prior to differential expression analysis, cell numbers were normalized by down sampling to match the condition with the fewest cells within each experiment. Complete parameters for all differential expression analyses are available in the GitHub repository. DEGs with a *p*-value ≤0.05 from each experiment were subsequently used as input for KEGG enrichment. For visualization of top DEGs in heatmaps (Figures 2B and 2C), we filtered for significant genes (adjusted *p*-value ≤ 0.05) within each cell type and comparison, then ranked by absolute log fold change. The highest-ranking genes from each comparison category were selected for display. KEGG pathway analysis was performed using the enrichR 3.2 R package with the default background gene set, consisting of all genes annotated in the KEGG database for mouse or human as appropriate. Fisher's exact test was used to determine enrichment significance, with Benjamini-Hochberg correction applied for multiple testing (adjusted *p*-value ≤ 0.05 considered significant).

To evaluate overlap between conserved PCB-responsive DEGs and known MeCP2 transcriptional signatures, enrichment analysis was performed using the RNA-Seq_Disease_Gene_and_Drug_Signatures database via enrichR 3.2.^32^ Enrichment terms containing “MeCP2” were extracted from results across all three cell types (GABAergic, Glutamatergic, and Non-neuronal), and all associated genes were compiled into a unified gene set (Table S6). This MeCP2 gene set was compared against the union of cell-type-matched human-mouse DEG intersections (genes differentially expressed in both species within each cell type). Statistical significance of overlap was assessed using Fisher's Exact Test (two-sided) with a background of 30,000 protein-coding genes. The odds ratio and 95% confidence interval were calculated to quantify the direction and magnitude of association, where an odds ratio < 1 indicates significant depletion and an odds ratio > 1 indicates significant enrichment (Figure S6). Overlap visualization and statistical analysis were performed using VennDiagram 1.7.3 in R.

For hdWGCNA analysis, cells from all four experimental conditions (WT_Vehicle, WT_PCB, HET_Vehicle, and HET_PCB) in the processed Seurat object were utilized as input to construct gene co-expression modules. Additional covariates included pregnancy status, weight at euthanasia, and treatment exposure duration. Genes were required to be expressed in at least 5% of cells to be included in the analysis. A signed network with a softpower of 0.8 was employed, resulting in the identification of 7 modules. Module scores were computed using the UCell method. Module-trait correlations were calculated using Pearson correlation between module eigengene values and experimental variables (PCB treatment and genotype) for each cell. Significance was determined using correlation tests with Benjamini-Hochberg correction for multiple comparisons (adjusted *p*-value ≤ 0.05). Results are provided in Figure S3 and Table S5. Standard pipelines from hdWGCNA 0.2.4 were followed, with detailed parameters available in the GitHub repository.

Parsing *Mecp2e1* alleles in the mosaic cortices was performed based on a previously published method.^33^ *Mecp2* reads were extracted from the raw fastq files generated for each sample. abBLAST 3.0 and BWA 0.7.17 mem were used in combination to extract Mecp2 reads (via alleler.py). The reference for alignment consisted of 100 bp of the *Mecp2* gene, comprising 50 bp upstream and 50 bp downstream of the exon1 start codon. Within the aligned reads, *Mecp2e1* mutant (TTG) and wild-type (ATG) start codons were enumerated using alleler.py. Each read contained cell barcode and UMI information, which enabled the incorporation of mutant and wild-type cell information into the Seurat object metadata.

For differential expression analysis, each gene in each sample was modeled using a negative binomial distribution. The mean was calculated as the product of library size and relative abundance (gene expression levels), with variance as a function of the mean. Significant DEGs were identified based on an adjusted *p*-value ≤0.05, employing the Benjamini-Hochberg method to control for false discovery. These significant DEGs served as input for KEGG pathway analysis, which utilized Fisher's exact test to determine if the overlap between input DEGs and background genes was significant (adjusted *p*-value ≤0.05). Cross-species ortholog mapping between human and mouse was performed using the biomaRt R package (version 3.21) to access the Ensembl ortholog database. For each human gene identified as differentially expressed in PCB-exposed versus non-exposed postmortem brain tissue, we queried for the corresponding mouse ortholog. One-to-one orthologs were directly mapped. For one-to-many orthology relationships (one human gene with multiple mouse orthologs), we selected the primary ortholog designated by Ensembl based on sequence homology and synteny conservation. For many-to-one relationships, each human gene was independently mapped to the corresponding mouse ortholog. Genes lacking clearly defined Ensembl orthologs were excluded from cross-species analyses. The overlap between human and mouse DEGs and KEGG pathways was visualized using UpSet plots to identify conserved transcriptional responses to PCB exposure across species.

## Supplemental information

Document S1. Figures S1–S6

Table S1. Cellular proportions per cell type per experimental condition Values represent cell type proportions (%) within each experimental condition.

Table S2. List of significant KEGG terms per DEG test for each cell type

Table S3. Number of significant DEGs per DEG experiment for GABAergic, glutamatergic, and non-neuronal cells

Table S4. List of significant DEGs per cell type for 15 different DEG experiments

Table S5. Module trait correlations for hdWGCNA also reflected in Figure S3

Table S6. Seq_Disease_Gene_and_Drug_Signatures database for GABAergic, glutamatergic, and non-neuronal cell types Table includes term names, overlap statistics, *p* values, adjusted *p* values, odds ratios, combined scores, associated genes, and cell type annotations. Terms containing “MeCP2” were used to compile the MeCP2 transcriptional target gene set for overlap analysis with conserved human-mouse DEGs (Figure S6).

# Supplementary material for: Female cortical cellular mosaicism underlies shared MeCP2 and PCB impacted gene pathways
**Source:** iScience. 2026 Apr 20;29(5):115573. doi: 10.1016/j.isci.2026.115573
**Supplement:** Document S1. Figures S1–S6

Supplemental information

Female cortical cellular mosaicism underlies shared MeCP2 and PCB impacted gene pathways

Osman Sharifi, Kari E. Neier, Anthony Valenzuela, Christina G. Torres, Ian Korf, Pamela J. Lein, Dag H. Yasui, and Janine M. LaSalle

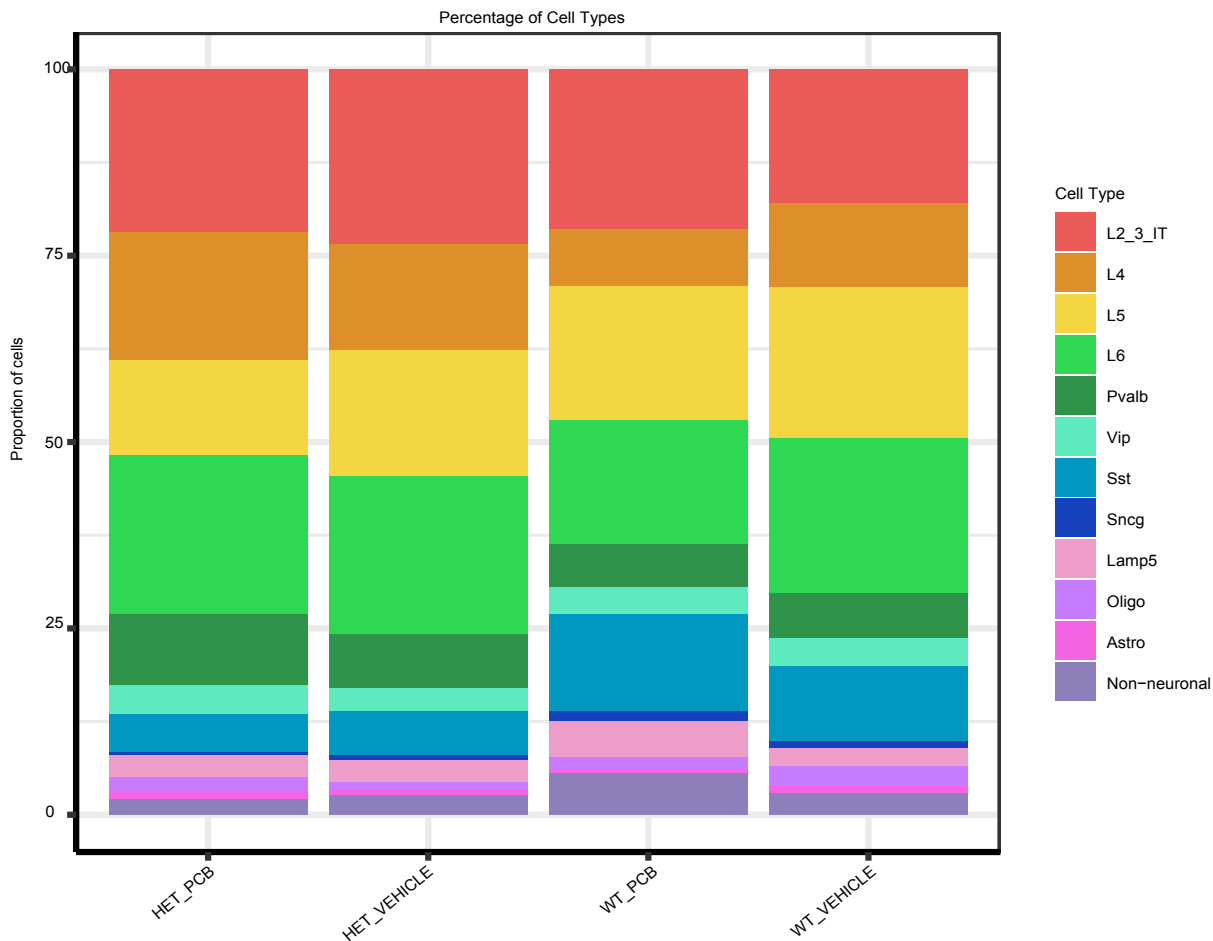

Supplemental Figure 1: Bar graph showing proportion of cell types across the four experimental groups.

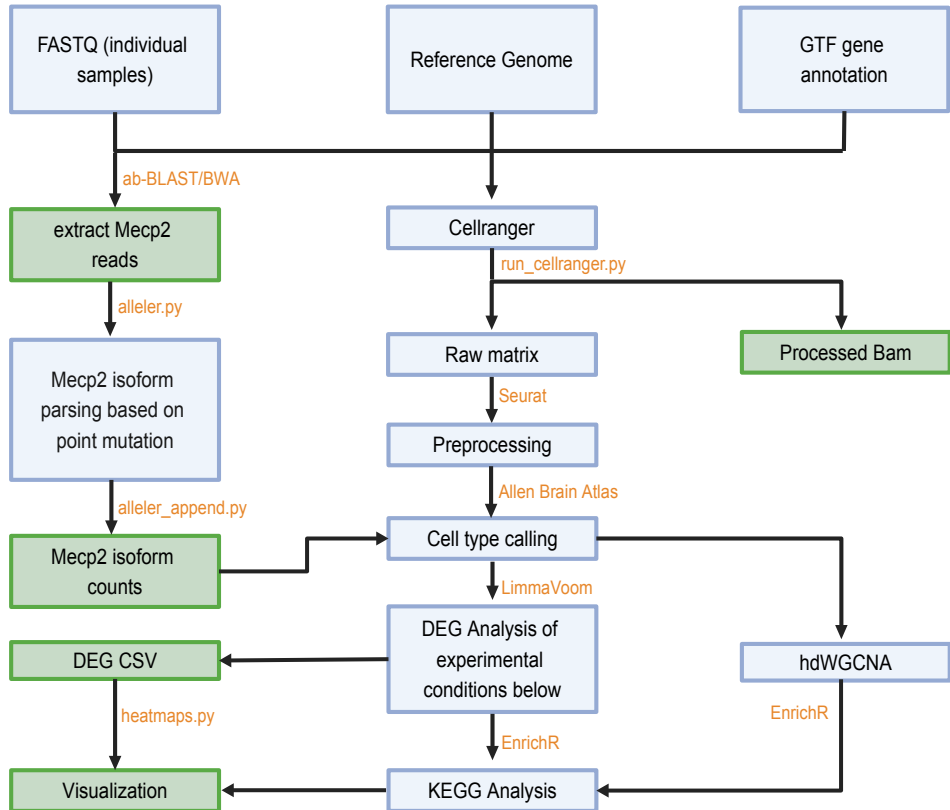

Supplemental Figure 2: Bioinformatic pipeline for parsing out Mecp2e1 WT and mutant-expressing cells in the mosaic RTT cortex and differential analysis.

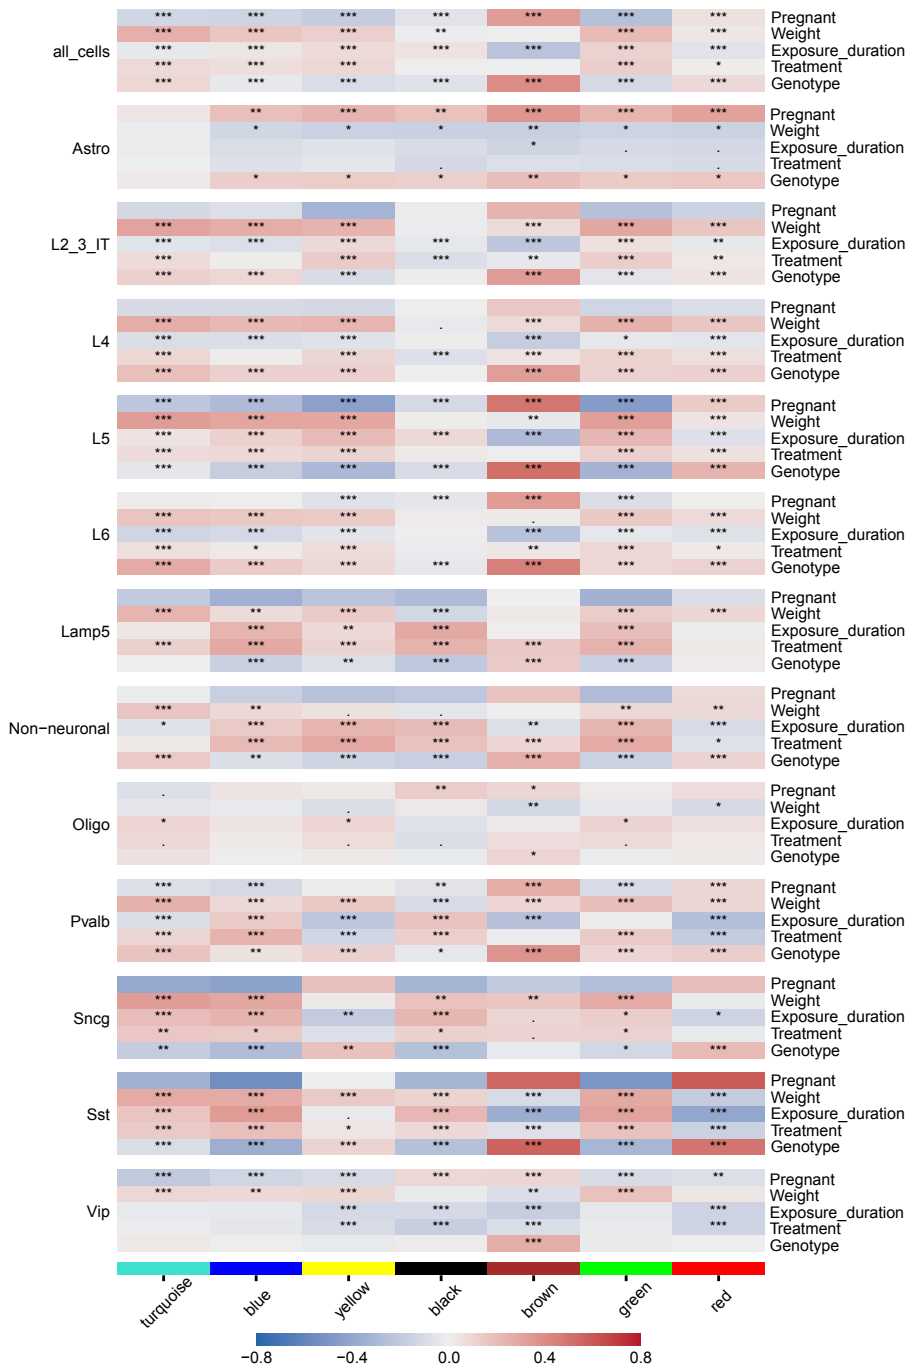

Supplemental Figure 3: Module-trait correlations for hdWGCNA analysis. Heatmap showing Pearson correlations between module eigengene values and experimental variables across cell types. Genotype: HET (MeCP2e1+/-) versus WT (MeCP2e1+/+); Treatment: PCB versus Vehicle; positive correlation values indicate higher expression in HET mice (for genotype) or PCB-exposed mice (for treatment). Exposure_duration: days of PCB exposure; Weight: body weight at sacrifice (~16 weeks); Pregnant: pregnancy status (binary). Significance levels: * adjusted p-value < 0.05, ** adjusted p-value < 0.01, *** adjusted p-value < 0.001.

Xist Expression by Mecp2 Allele and Treatment

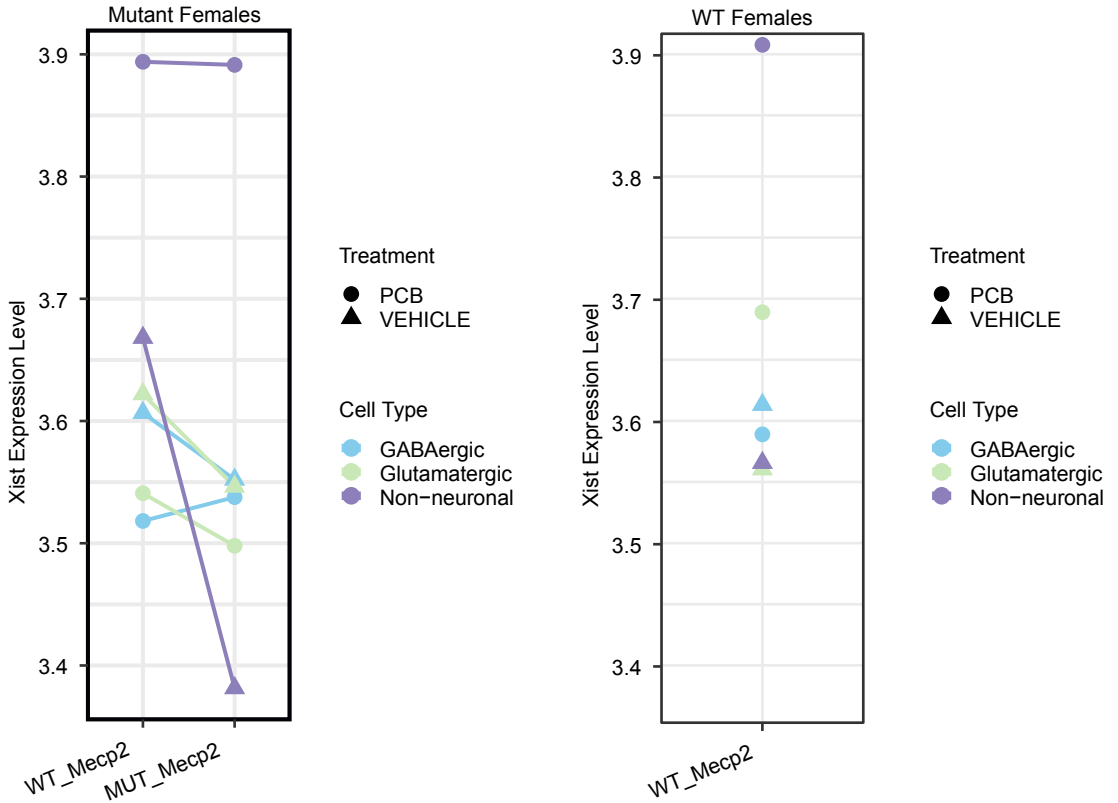

3-way ANOVA	Df	Sum Sq	Mean Sq	F value	Pr(>F)	Significance
Mecp2_allele	1	1.2	1.2216	3.608	0.0577	.
Treatment	1	0.5	0.538	1.589	0.2077	
Cell Type	2	0.3	0.1534	0.453	0.6357	
Mecp2_allele:Treatment	1	0.2	0.1967	0.581	0.446	
Mecp2_allele:Cell Type	2	0.3	0.1346	0.397	0.6721	
Treatment:Cell Type	2	2.3	1.1258	3.325	0.0363	*
Mecp2_allele:Treatment:Cell Type	2	0.2	0.0762	0.225	0.7986	
Residuals	1370	463.8	0.3386			

Signif. codes:	0 '***'	0.001 '**'	0.01 '*'	0.05 '.'	0.1 ''	1

Supplemental Figure 4: Interaction plot of Xist expression with Mecp2e1 mutant allele, treatment and cell type.

PCB levels per human cortical sample

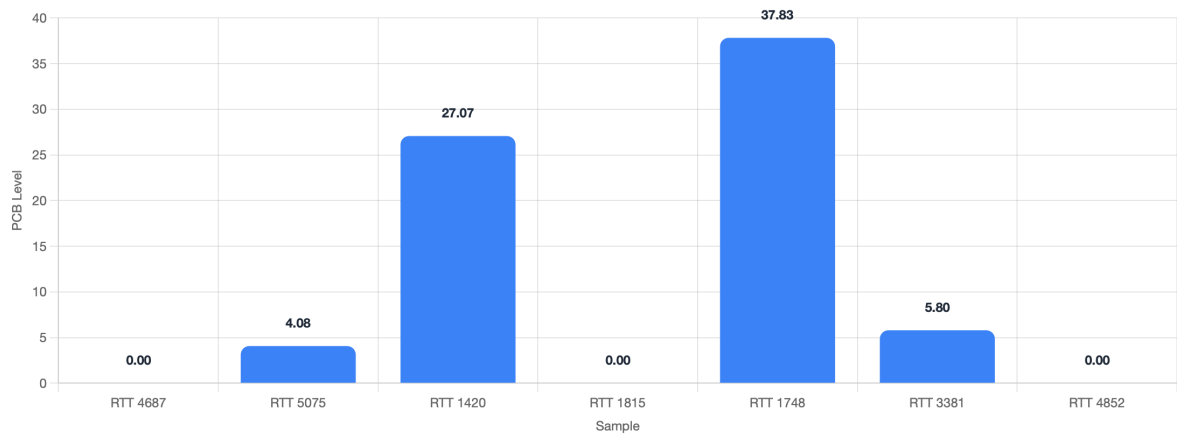

Supplemental Figure 5: PCB exposure levels for human samples measured as ng/g lipid.

Human–Mouse Common DEGs vs MeCP2 Enrichment Genes

Fisher's Exact (two–sided) $p = 3.8\text{e-}06$, OR = 1.29

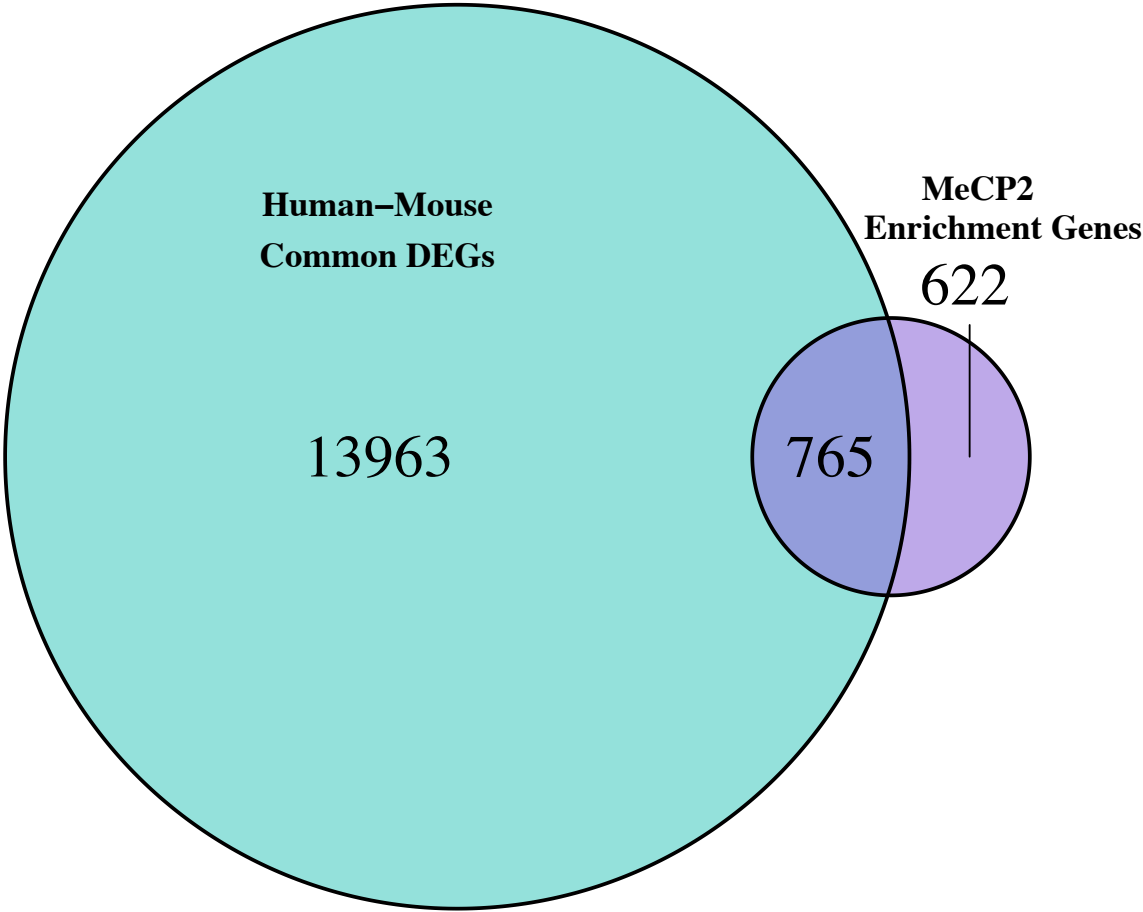

Supplemental Figure 6: Venn diagram showing overlap between conserved human–mouse PCB-responsive DEGs and MeCP2 transcriptional target genes. The human–mouse common DEGs represent the union of cell-type-matched intersections (genes differentially expressed in both species within GABAergic, Glutamatergic, and Non-neuronal populations). MeCP2 enrichment genes were derived from MeCP2-related terms in the RNA-Seq_Disease_Gene_and_Drug_Signatures database. Statistical significance was assessed using Fisher's Exact Test (two–sided) where OR is odds ratio.

How the deposited data were processed for this re-analysis (not part of the article)

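Nuclei of the cerebral cortex of female mice were measured by 5′ single nucleus RNA sequencing in 16 libraries of 12 animals. The deposited files hold raw UMI counts per gene and barcode, which the authors made by aligning reads to the mm10-1.2.0 reference with Cell Ranger, without a filter on barcodes or a normalization. The same gene identifiers and the same list of barcodes stand in each of the 16 matrices. Tests, gene lists, named genes and most alternatives were chosen before the data were examined, apart from those named below as added.

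Nuclei were kept at the limits that the authors state. Counts were scaled per nucleus, log-transformed and reduced to 30 principal components of 2000 variable genes, without a correction for library. Clusters were found with the Leiden method at resolution 1 on 15 nearest neighbours, with a fixed seed of 1 (Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3). Each of 21 clusters was named from its leading genes with fixed lists of markers. A cluster with over 35% of its nuclei from 1 animal was kept outside the classes, a limit that was added after the clusters were seen. Doublets were scored in each library with Scrublet in scanpy at an expected rate of 0.06 and a score of 0.25, which called 2204 nuclei (3.62%); they were left out only as an alternative.

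Counts were summed per animal over the nuclei of a class or subtype, where the animal had at least 10 of them. Models with 1 mean for each of 4 groups were fitted with edgeR 4.0.16 in R 4.3.3, with its default filter on low counts and TMM factors, and tested by quasi-likelihood with Benjamini-Hochberg adjustment at 0.05 over the genes of a class. The comparisons were HET against WT with vehicle, HET against WT with PCB, PCB against vehicle in WT, PCB against vehicle in HET, both averages and the interaction. No pairing was used, since no animal number occurs in more than 1 group. Shares of nuclei were compared by exact permutation of animals, within genotype or treatment for the averages. Glutamatergic tests covered 13509 genes, GABAergic tests 11600 and non-neuronal tests 11581. On simulated differences for HET against WT with vehicle alone (13252, 11404 and 11404 genes), 49.3% of 2-fold changes were recovered in glutamatergic, 46.5% in GABAergic and 24.2% in non-neuronal nuclei, and 95.4%, 82.8% and 87.2% of 4-fold changes.

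The genes that the text names were set by a rule: 69 genes that the paper names, whose values in its tables had been seen; per class and comparison up to 10 genes up and 10 down that passed, or the 3 with the smallest p where none passed; up to 4 members with the smallest p of each fixed list; and up to 3 genes per subtype and comparison by the same rule. Fixed lists, 29 in number, were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 at a preset correlation of 0.01, for lists with at least 3 measured members. Medians of a list are over the edgeR fold changes of its members, whereas camera weighs all animals alike, so that both can differ in sign where an animal has few nuclei. The same lists were tested with an estimated correlation and with fry. Genes were placed by Ensembl identifier on GRCm38 with GENCODE release M21, which matched 99.6% of genes.

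The alternatives were size factors of the RLE kind, the DESeq2 1.42.0 Wald test, limma-voom on sums per animal, no filter on low counts, 16 libraries as replicates, only the groups compared, at least 500 genes per nucleus, doublets removed, numbers of nuclei made equal, each animal left out in turn, and limma-voom on single nuclei, with as many nuclei per group in every comparison as the smallest of the 4 groups had (5369 glutamatergic, 1346 GABAergic and 3011 non-neuronal), where the paper made the numbers equal within each comparison. Added after the data were seen were a covariate for the side of 8000000 UMIs per library, the clusters from mostly 1 animal added to their class, and glutamatergic nuclei without the cluster led by mitochondrial genes. Nuclei thinned to 500 UMIs each were used to test the part of sequencing depth. Figures were drawn with matplotlib 3.10.9.

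The parsing of *Mecp2e1* alleles needs reads, which are not in the deposited matrices, and was left out. KEGG enrichment and co-expression modules were left out because no pathway database was at hand and because modules across single nuclei take nuclei as replicates. Human nuclei were left out, since the mapped samples are of mouse.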

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

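The split of animals at 8000000 UMIs per library was chosen after the data were seen, as were the tests of tissue from outside the cortex, of gene length and of the groups on both sides of the split. The paper does not report on nuclei outside its cortical types. A cluster led by *Cpa6* and *Pbx3* held up to 24.71% of the nuclei of an animal (animal 24, WT_PCB), one led by *Nnat* and *Slc17a6* up to 20.8% (31, WT_PCB), one led by *Spink8* up to 8.847% (30, WT_VEHICLE), one led by *Prox1* up to 13.08% (37, WT_PCB), one led by *Gabra6* and *Cbln3* up to 85.44% (36, HET_PCB) and one led by *Tfap2b* up to 6.966% (36, HET_PCB). Free RNA from a few nuclei of another region stays open, as the leading genes alone were compared, in 1 library per cluster, and were over 10 times as frequent in the nuclei as in the free RNA in 1 of 6 clusters and 2.07 to 8.84 times in the others. A low ratio cannot decide, since that library held most nuclei of the cluster and its free RNA may come from those same nuclei. In animal 36 the last 2 clusters together held 92.41% of nuclei, with ratios of 2.07 and 2.98. Genotype or PCB stays open as well: in 0 of 6 clusters did all 3 animals of a group lie above all other animals, but these clusters were set apart because over 35% of their nuclei came from 1 animal, which all but fixes that count. Tissue from outside the cortex in the piece taken may be the source and stays open too, since the 5 of 6 clusters in which the highest animal had over 3 times the share of the next animal of its group restate how they were set apart. Differences between the mice themselves stay untested.

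Many genes differed by edgeR between 5 animals with over 8000000 UMIs per library (24, 25, 27, 28 and 29) and 7 animals with fewer: 3522 of 13509 in glutamatergic, 2753 of 11600 in GABAergic and 959 of 11581 in non-neuronal nuclei (1732 without animal 36). Genotype and PCB are argued against as the source, because all 4 groups had animals on both sides. Free RNA is argued against as the whole source, since oligodendrocyte markers in glutamatergic nuclei had a median log2 fold change of −0.06 (mean −0.06, SE 0.09) while those of astrocytes were at 0.31 (mean 0.19, SE 0.15) and of GABAergic neurons at −0.14 (mean −0.04, SE 0.07), but a part stays open, as *Hbb-bs* of blood, chosen after its values were seen, rose in all 3 classes (1.38, 1.68 and 1.52) and fold changes had rank correlations with free RNA of 0.12, 0.14 and −0.23. With every nucleus thinned to 500 UMIs, edgeR called 1943 genes in glutamatergic (55.2% of the number before, 49.8% of the same genes) and 958 in GABAergic nuclei (34.8%, 32.4% of the same genes). In non-neuronal nuclei it called 1625, more than before, with 54.4% of the same genes. That class cannot decide, since nuclei with fewer UMIs were left out and the mix of cells changed. Left out were 2785 (2269 kept) in WT_VEHICLE, 2034 (1547) in WT_PCB, 2323 (1390) in HET_VEHICLE and 1254 (1757) in HET_PCB. The number of UMIs per nucleus may account for a part and stays open. The share of the same glutamatergic genes lay under the bound of 50% set first, for that class alone, and thinning also lowers the power. Longer genes were lower in the animals with more UMIs in all 3 classes (weakest rank correlation −0.33 across genes, which are not independent replicates), so a bias by gene length may be part of it. A batch of preparation, which the labels do not give, stays untested. It cannot be told apart from depth, as the animals over the limit carry the lower numbers in the labels (24 to 29) and the others 30 to 40.

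The change with genotype differed between PCB and vehicle for 10 lists by camera at a preset correlation, of which none passed with an estimated correlation or by fry. For lists of markers or synaptic genes of another cell type, carry-over of transcripts was not tested. Mitochondrially encoded genes had a median interaction of −1.47 in GABAergic nuclei (13 of 13 genes negative, adjusted p = 0.496 with an estimated correlation, 7 members past the threshold adjusted over the list alone). In non-neuronal nuclei they were at −1.07 (adjusted p = 0.854 with an estimated correlation, 2 members over the list alone), and at −0.67 without animal 31. The free RNA of HET_PCB libraries was low in mitochondrial UMIs too (1.09% to 1.33% in barcodes of at most 50 UMIs, against 1.36% to 2.12% in HET_VEHICLE, 1.62% to 2.48% in WT_PCB and 1.32% to 3.08% in WT_VEHICLE). Ribosomal protein genes were at −0.24 in non-neuronal nuclei (adjusted p = 0.854 with an estimated correlation), at −0.13 and not called without 36 (adjusted p = 0.0713 by camera), and at −0.45 without 27. Microglial markers there were at −0.52 (0.854 with an estimated correlation), not called without 28 (−0.20, adjusted p = 0.0867 by camera) or 39 (−0.09, 0.523), and at −1.61 without 27 and −0.35 without 31. Genes of the glutamatergic synapse were at −0.31 there (0.854 with an estimated correlation), not called without 25 (−0.22, adjusted p = 0.136 by camera), 27 (−0.05, 0.604), 29 (0.0648), 36 (−0.20, 0.0713), 37 (−0.22, 0.269), 38 (0.163) or 40 (−0.14, 0.197), at −0.46 without 24, −0.56 without 28, −0.51 without 30 and −0.84 without 39. Oligodendrocyte markers there were at 0.36 (0.854 with an estimated correlation), not called without 27 (0.02, adjusted p = 0.511 by camera), 30 (0.107), 31 (0.12, 0.537), 36 (0.0803) or 40 (0.19, 0.401), and at 0.55 without 28 or 37 and 0.58 without 39.

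In glutamatergic nuclei, where animal 36 had 13 nuclei and camera weighs all animals alike, oligodendrocyte markers had a median interaction of 0.25 (adjusted p = 0.0503 with an estimated correlation), not called without 36 (adjusted p = 0.0756 by camera), at 0.47 without 24, 0.63 without 27, 0.13 without 28, 0.43 without 29, 0.07 without 31, 0.40 without 37, 0.01 without 39 and 0.38 without 40. Nuclear genes of oxidative phosphorylation were at 0.16 (0.997 with an estimated correlation), not called without 27 (−0.04, adjusted p = 0.101 by camera), at 0.09 without 30 or 31 and 0.29 without 39. Ribosomal protein genes were at −0.05 with camera positive (0.997 with an estimated correlation), not called without 24 (−0.19, adjusted p = 0.851 by camera), 28 (−0.11, 0.137), 30 (−0.20, 0.546) or 36 (−0.02, 0.973), and at −0.01 without 25 or 39, −0.16 without 27, 0.03 without 29, 0.05 without 31, 0.00 without 37 and 0.01 without 38. Markers of GABAergic neurons were at −0.14 with a mean of 0.09 and camera positive (0.0503 with an estimated correlation), not called without 36 (−0.26, adjusted p = 0.973 by camera), and at 0.31 without 24, −0.34 without 25, 0.40 without 27, 0.04 without 29, −0.25 without 31, −0.28 without 37 and −0.07 without 38.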

How the results depend on the processing

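The covariate for the side of 8000000 UMIs per library, the classes with the clusters from mostly 1 animal, and the glutamatergic class without the cluster led by mitochondrial genes were tests chosen after the data were seen. Of 665 alternative values of 31 results, 592 gave the same outcome, 68 gave calls where there were none, 2 gave fewer calls, 1 moved and 2 turned in sign. RLE size factors, limma-voom on sums per animal, at least 500 genes per nucleus, doublets removed and the other sets of clusters gave 0 genes wherever edgeR gave 0. Most calls came without the filter on low counts, from genes with few UMIs, or from nuclei as replicates. Exact tests of shares gave 0 calls under each alternative. With animals as replicates their few arrangements all but fixed this, so it says little about stability. The setting with only the groups compared was not run for the interaction, which needs all 4 groups. Without an animal of a group that then held 1 animal, edgeR took the spread from the other groups.

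With no filter on low counts edgeR called, for genotype with vehicle, genotype with PCB, PCB in WT, PCB in HET, the interaction and the averages over treatment and genotype, 2, 31, 13, 9, 11, 31 and 2 genes in GABAergic and 5, 79, 6, 16, 14, 60 and 13 in non-neuronal nuclei. In glutamatergic nuclei it called 1 for genotype with vehicle, 92 for genotype with PCB, 7 for PCB in WT, 1 for the interaction and 52 for the average of genotype, and in the subtypes 48, 335, 92 and 47 for the 4 pairwise comparisons. For the genes that the paper names it made 12 calls, counted over classes and comparisons. Limma-voom on single nuclei called, for the same 4 comparisons, 11410, 9543, 11380 and 2477 genes in glutamatergic, 9034, 936, 7933 and 2658 in GABAergic and 8832, 10060, 2676 and 10717 in non-neuronal nuclei. For the genes that the paper names it made 518 calls, where a gene counts once for each class and comparison. With 16 libraries as replicates edgeR called 1 gene for genotype with PCB in GABAergic nuclei, 12 for genotype with PCB in the subtypes, and in glutamatergic nuclei 3 for the average of genotype, 1 for genotype with vehicle and 1 for the interaction. DESeq2 called 5 genes for genotype with PCB in the subtypes, 1 in non-neuronal nuclei and 1 among the named genes. With equal numbers of nuclei 2 genes were called for genotype with PCB in the subtypes. With only the groups compared in the fit, 15 genes were called for genotype with PCB in glutamatergic nuclei, and in the subtypes 9 for genotype with PCB and 1 for PCB in WT. With the covariate for the side of 8000000 UMIs, 1 gene was called for the average of genotype and 3 for genotype with PCB in GABAergic nuclei, 1 for the average of genotype in glutamatergic nuclei, 1 for genotype with vehicle, 18 for genotype with PCB and 6 for PCB in WT in the subtypes, and 1 among the named genes. Without 1 animal at a time, the count ranged from 0 to 4 for the average of genotype in glutamatergic nuclei, and in the subtypes from 0 to 4 for genotype with vehicle, 0 to 9 for genotype with PCB, 0 to 5 for PCB in WT and 0 to 2 for PCB in HET. Of 114 calls of gene lists, camera with an estimated correlation made 5 and fry 0, and without 1 animal camera made 104 to 132, and 0 to 6 with an estimated correlation (0 without 36 or 39), where the covariate gave 2. The correlation of 0.29 across genes between genotype and PCB effects became 0.56 over genes above the median count, and −0.29 or −0.12 where each effect was taken against other libraries of the shared group (animal 30 under, 25 and 29 over 8000000 UMIs per library).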

Differences from the paper's values

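None of the comparisons in this part was chosen after the values were seen. The paper's Table S3 counts genes from limma-voom after numbers of cells were made equal, at an adjusted p of at most 0.05. Its methods model each gene per sample and the legend of Figure 4 gives n = 3 mice per group. Neither says whether cells or animals were the replicates. The counts here are from edgeR with animals as replicates at an adjusted p under 0.05. For HET against WT with vehicle the paper gives 17835 genes in glutamatergic, 14566 in GABAergic and 6041 in non-neuronal nuclei, against 0 in each here. For HET against WT with PCB it gives 15942, 16768 and 11166, against 0 in each. For PCB against vehicle in WT it gives 5083 in glutamatergic and 3186 in GABAergic nuclei, against 0 in both, and for PCB against vehicle in HET 10975, 14775 and 649 in the 3 classes, against 0 in each. Of the alternatives set before the data were examined, limma-voom on single nuclei gave 8832 genes for genotype with vehicle and 10060 for genotype with PCB in non-neuronal nuclei, within 1.5 times the paper's counts. No other alternative came within 1.5 times of these counts, and limma-voom on single nuclei did not for the other 9 of them. The paper's counts of 17835 and 16768 exceed the 13509 glutamatergic and 11600 GABAergic genes tested here.

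Over the subtypes, the paper's Fig. 2A shows about 610 genes for genotype with vehicle, about 290 for genotype with PCB, about 280 for PCB in WT and about 120 for PCB in HET, read by eye, against 0 in each here. With no filter on low counts the count for genotype with PCB was 335, within 1.5 times the paper's, and no alternative came that close for the other 3. For PCB in HET, the paper's Fig. 6D shows about 120 genes higher and about 15000 lower in GABAergic nuclei, about 1100 higher and about 9900 lower in glutamatergic nuclei, and about 420 higher and about 230 lower in non-neuronal nuclei, read by eye, against 0 in each here. Limma-voom on single nuclei gave 136 genes higher in GABAergic and 1176 higher in glutamatergic nuclei, within 1.5 times the paper's counts, and no alternative came that close for the other 4.

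The paper's Table S1 gives percentages of all its nuclei, and those here are means over animals of nuclei in the 3 classes, so the denominators differ. The 3952 glutamatergic nuclei of the cluster led by mitochondrial genes count in the denominator here but were given to no layer. Shares of the layers may be lower here for that reason. Layer 2/3 neurons were 18.0% of WT_VEHICLE in the paper and 10.5% here. Layer 5 neurons were 20.4%, 17.9%, 16.9% and 12.6% of WT_VEHICLE, WT_PCB, HET_VEHICLE and HET_PCB in the paper, and 5.85%, 5.63%, 5.94% and 3.09% here. Layer 6 neurons were 20.7% of WT_VEHICLE, 21.2% of HET_VEHICLE and 21.4% of HET_PCB in the paper, and 12.1%, 13.4% and 10.2% here. *Pvalb* neurons were 9.51% of HET_PCB in the paper and 4.70% here, and *Vip* neurons 3.61% of WT_PCB and 3.17% of HET_VEHICLE in the paper, and 5.66% and 5.69% here. The *Vip* cluster here also had markers of *Lamp5* and *Sncg* interneurons among its leading genes, so its shares may include such cells. *Sst* neurons were 10.2% of WT_VEHICLE, 13.1% of WT_PCB and 5.21% of HET_PCB in the paper, and 3.55%, 3.82% and 2.35% here. Oligodendrocytes were 2.76%, 1.71%, 0.975% and 1.91% of WT_VEHICLE, WT_PCB, HET_VEHICLE and HET_PCB in the paper, and 24.0%, 20.2%, 16.5% and 34.9% here (18.9% in HET_PCB without animal 36, of whose nuclei in the classes 67.0% were oligodendrocytes), and astrocytes were 0.456% of WT_PCB in the paper and 1.93% here. With at least 500 genes per nucleus, the values for layer 2/3 neurons, for layer 6 neurons in all 3 groups, for *Sst* neurons in HET_PCB and for oligodendrocytes in WT_PCB (7.02%) and HET_PCB (25.7%) no longer differed from the paper's by more than the spread of the animals or 1.5 times. The same held without animal 25 for layer 2/3 neurons of WT_VEHICLE, without 28 for layer 6 neurons of HET_VEHICLE, without 36 for layer 6 and *Sst* neurons of HET_PCB, and without 27 for oligodendrocytes of HET_PCB. No alternative did so for layer 5, *Pvalb* and *Vip* neurons, for *Sst* neurons of WT_VEHICLE and WT_PCB, for oligodendrocytes of WT_VEHICLE and HET_VEHICLE or for astrocytes.

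The paper states that *Xist* is lower with PCB in mouse cortex. In HET mice the log2 fold change here was −0.27 in glutamatergic, 0.04 in GABAergic and 0.06 in non-neuronal nuclei, and none passed. The glutamatergic value includes animal 36, at 1629 CPM from 34 UMIs. Animals 27 and 39 of HET_PCB had 3606 and 4938 CPM, and those of HET_VEHICLE 3467 to 4935. The paper states an interaction of genotype and PCB on *Xist* that differs by cell type. The table of its Fig. S4 has none past the threshold between *Mecp2e1* allele and treatment, but has one between treatment and cell type. That table takes the allele of cells as a factor, whereas the interaction here is of animal genotype and PCB within a class. Its smallest unadjusted p here over all settings was 0.114. The paper reports that lower genes predominate with PCB in HET neurons, and describes a trend to higher ones in non-neuronal cells. Limma-voom on single nuclei had 2522 lower of 2658 in GABAergic, 1301 lower of 2477 in glutamatergic and 10565 lower of 10717 in non-neuronal nuclei, and edgeR on animals called 0, so that no direction is established here.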

Other observations

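The split of animals at 8000000 UMIs per library was chosen after the data were seen, and the tests of other splits of the animals and of nuclei as replicates were not. Averaged over vehicle and PCB, ribosomal protein transcripts were lower in HET than in WT mice in all 3 classes, by a median log2 fold change of −0.36 in GABAergic (79 of 79 genes lower), −0.31 in glutamatergic (79 of 79) and −0.29 in non-neuronal nuclei (78 of 79; n = 6 animals per genotype, 5 in GABAergic nuclei of HET). In GABAergic nuclei 34 ribosomal genes passed adjusted over the list alone, and none did in the other 2 classes. Microglial markers were lower in HET non-neuronal nuclei on this average (−0.76, 10 of 10 lower), where 5 passed adjusted over the list alone, and −1.27 without animal 27; microglia made up 17.4 ± 4.74% of non-neuronal nuclei in HET_VEHICLE and 11.0 ± 5.45% in HET_PCB, and 19.0 ± 4.76% in WT_VEHICLE and 22.4 ± 8.37% in WT_PCB (mean ± SD, n = 3 animals), so a lower share of microglia in the sum goes with it. By camera the adjusted p was 7.1e-28, 2.4e-10 and 3.1e-17 for the ribosomal lists and 1.0e-08 for microglia, but adjusted p = 0.514, 0.916, 0.568 and 0.568 with an estimated correlation, and fry called none. Each of these 4 calls held by camera without any 1 animal. Circadian clock genes were higher in GABAergic nuclei (0.19, 13 of 21 higher, adjusted p = 5.9e-03 by camera, 0.516 with an estimated correlation), with 3 past the threshold adjusted over the list alone and medians of 0.09 without 25 and 0.10 without 39. No single gene passed by edgeR for this average in any class, and DESeq2 and limma-voom on sums per animal called 0. At an unadjusted p < 0.05 edgeR had 795 of 13509 in glutamatergic, 706 of 11600 in GABAergic and 526 of 11581 in non-neuronal nuclei. Chance alone gives a share of about 0.05 at that threshold. Without animal 37 edgeR called 4 in glutamatergic nuclei.

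Animals with more UMIs per library had by edgeR in glutamatergic nuclei 12 of 22 heat shock and unfolded protein genes higher and 1 lower past the threshold (median log2 fold change 0.41), 9 of 18 glycolysis genes higher and 1 lower (0.43), 0 of 7 nuclear long noncoding RNAs higher and 4 lower (−0.55), 5 of 79 ribosomal protein genes higher and 32 lower (−0.26), and 0 of 13 mitochondrially encoded genes higher and 4 lower (−0.64); these lists were not tested as sets. Of the genes called in this split, 596 were called in all 3 classes, 261 of them higher and 335 lower in each. The list of GABAergic synapse genes, calcium stores, choroid plexus, glutamatergic neurons, oxytocin signaling and genes of earlier studies of MeCP2 loss passed in no class or comparison by camera.

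With each nucleus as a replicate, limma-voom called many genes between groups in which edgeR on animals called 0. In glutamatergic nuclei of vehicle-treated mice, the split by genotype called 9158 genes and the highest of the 9 other splits of the same 6 animals, which parts them by that side, 11404, so differences between animals within a group may give as many calls. The number of nuclei is argued against as the whole source, since at the same number 2 animals of one group differed in 40 to 12422 genes (median 8055, where the groups differed in 5369): in 40 and 116 where both animals lay on one side of 8000000 UMIs per library, and in 7980 or more where they lay on both. With nuclei thinned to 500 UMIs, 0.33% of the calls by genotype were kept, so that the number of UMIs per nucleus could contribute, although thinning also lowers the power. No biological explanation was tested for this pattern.

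Other splits of the same animals were run for each count of genes and of lists. Any split gives at least the 0 genes of a real count of 0, so that the splits say nothing about chance for such a count. For the averages over treatment these were 50 of 50 splits in each class, with up to 2272 in GABAergic, 3 in glutamatergic and 0 in non-neuronal nuclei. For lists chance cannot be excluded: as many came in 3 of 50 in GABAergic (real 11, highest other 11), 31 of 50 in glutamatergic (real 6, highest other 13) and 29 of 50 in non-neuronal nuclei (real 6, highest other 11). The split with 2272 genes puts animals 24, 25, 27, 28 and 29 on one side, those with over 8000000 UMIs per library, and points to a structure of the samples. For the averages over genotype, 50 of 50 splits again gave at least the real 0 genes, with up to 653, 2 and 158 in GABAergic, glutamatergic and non-neuronal nuclei. Chance cannot be excluded for lists, where as many came in 24 (real 5, highest other 11), 37 (real 6, highest other 11) and 28 of 50 (real 5, highest other 13), and the splits with 653 and 158 genes point to a structure of the samples. Comparisons of 3 animals with 3 have 10 splits, too few for a share under 0.05. In these, all 10 splits gave at least the real 0 genes, as any split does: the highest other was 0 in each class for genotype with vehicle and 27 over the subtypes (animals 25, 28 and 29 together), 55 in glutamatergic and 0 in non-neuronal nuclei for genotype with PCB, 0, 6 and 0 in GABAergic, glutamatergic and non-neuronal nuclei and 12 over the subtypes for PCB in WT, and 729 in glutamatergic and 503 in non-neuronal nuclei for PCB in HET (animals 27, 28 and 36 together in both), which point to a structure of the samples. As many lists came, with the real count and the highest other, in 3 splits in GABAergic (7, 9), 8 in glutamatergic (5, 9) and 2 in non-neuronal nuclei (9, 11) for genotype with vehicle, in 10 in glutamatergic (2, 10) and 10 in non-neuronal nuclei (4, 14) for genotype with PCB, in 10 in GABAergic (0, 11), 5 in glutamatergic (9, 11) and 5 in non-neuronal nuclei (7, 9) for PCB in WT, and in 7 in glutamatergic (7, 12) and 5 in non-neuronal nuclei (6, 10) for PCB in HET.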
